# Dal81 Regulates Expression of Arginine Metabolism Genes in *Candida parapsilosis*

**DOI:** 10.1128/mSphere.00028-18

**Published:** 2018-03-07

**Authors:** Siobhan A. Turner, Qinxi Ma, Mihaela Ola, Kontxi Martinez de San Vicente, Geraldine Butler

**Keywords:** *Candida*, nitrogen metabolism, opportunistic fungi

## Abstract

Fungi can use a wide variety of nitrogen sources. In the absence of preferred sources such as ammonium, glutamate, and glutamine, secondary sources, including most other amino acids, are used. Expression of the nitrogen utilization pathways is very strongly controlled at the transcriptional level. Here, we investigated the regulation of nitrogen utilization in the pathogenic yeast *Candida parapsilosis*. We found that the functions of many regulators are conserved with respect to *Saccharomyces cerevisiae* and other fungi. For example, the core GATA activators *GAT1* and *GLN3* have a conserved role in nitrogen catabolite repression (NCR). There is one ortholog of *GZF3* and *DAL80*, which represses expression of genes in preferred nitrogen sources. The regulators *PUT3* and *UGA3* are required for metabolism of proline and γ-aminobutyric acid (GABA), respectively. However, the role of the Dal81 transcription factor is distinctly different. In *S. cerevisiae*, Dal81 is a positive regulator of acquisition of nitrogen from GABA, allantoin, urea, and leucine, and it is required for maximal induction of expression of the relevant pathway genes. In *C. parapsilosis*, induction of GABA genes is independent of Dal81, and deleting *DAL81* has no effect on acquisition of nitrogen from GABA or allantoin. Instead, Dal81 represses arginine synthesis during growth under preferred nitrogen conditions.

**IMPORTANCE** Utilization of nitrogen by fungi is controlled by nitrogen catabolite repression (NCR). Expression of many genes is switched off during growth on nonpreferred nitrogen sources. Gene expression is regulated through a combination of activation and repression. Nitrogen regulation has been studied best in the model yeast *Saccharomyces cerevisiae*. We found that although many nitrogen regulators have a conserved function in *Saccharomyces* species, some do not. The Dal81 transcriptional regulator has distinctly different functions in *S. cerevisiae* and *C. parapsilosis*. In the former, it regulates utilization of nitrogen from GABA and allantoin, whereas in the latter, it regulates expression of arginine synthesis genes. Our findings make an important contribution to our understanding of nitrogen regulation in a human-pathogenic fungus.

## Abstract (precis)

Utilization of nitrogen by fungi is controlled by nitrogen catabolite repression (NCR). Expression of many genes is switched off during growth on nonpreferred nitrogen sources. Gene expression is regulated through a combination of activation and repression. Nitrogen regulation has been studied best in the model yeast *Saccharomyces cerevisiae*. We found that although many nitrogen regulators have a conserved function in *Saccharomyces* species, some do not. The Dal81 transcriptional regulator has distinctly different functions in *S. cerevisiae* and *C. parapsilosis*. In the former, it regulates utilization of nitrogen from GABA and allantoin, whereas in the latter, it regulates expression of arginine synthesis genes. Our findings make an important contribution to our understanding of nitrogen regulation in a human-pathogenic fungus.

## INTRODUCTION

Nitrogen is a key component of all proteins, and fungi can use a variety of compounds as a sole source. Preferred nitrogen sources include glutamate, glutamine, ammonium, and peptones (1). When these sources are available, expression of genes associated with the utilization of poor nitrogen sources is repressed, in a process called nitrogen catabolite repression (NCR) (2–5). Regulation of nitrogen metabolism has been particularly well characterized in *Saccharomyces cerevisiae*, where expression of many nitrogen-responsive genes is controlled by four GATA-type transcription factors (2). Two (Gzf3 and Dal80) are repressors that switch off expression of target genes when preferred nitrogen sources are available (6, 7). The other two (Gat1 and Gln3) are activators and are required for expression of genes involved in acquisition of nitrogen from poor sources. During growth on preferred nitrogen sources, Gat1 and Gln3 are phosphorylated and are sequestered in the cytoplasm by the activity of Ure2 (8–11). When only poor nitrogen sources are present, Gat1p and Gln3p are dephosphorylated and translocated to the nucleus, where they drive expression of genes involved in assimilating and catalyzing degradation of nonpreferred nitrogen sources (1, 12–14). Nitrogen-rich cellular processes, such as protein translation and amino acid biosynthesis, are downregulated during nitrogen starvation (2). Many proteins, including membrane transporters that import ammonium (15, 16), amino acid transporters (17), and secreted proteases that degrade environmental proteins to release amino acids (4), are subject to NCR at both the mRNA and protein levels.

Several other proteins regulate expression of nitrogen metabolism genes. For example, Gcn4 regulates expression of many amino acid biosynthesis genes (18). In *S. cerevisiae*, Gcn4 is strongly regulated at the translational level through competition with small upstream open reading frames (uORFs) (19), which are conserved in *Candida albicans*, though they may not function in exactly the same manner (20, 21). In *S. cerevisiae*, translation of Gcn4 is increased during amino acid starvation, leading to derepression of most amino biosynthetic pathways (22). Growth on some amino acids as the sole nitrogen source also induces expression of specific transcription factors that are required for utilization of these sources. For example, growth of *S. cerevisiae* on proline induces expression of Put3, which drives expression of genes involved in proline import and utilization (23, 24), and induction of arginine utilization genes requires Arg80 and Arg81 (25, 26). In *S. cerevisiae*, Dal81 is required for the expression of genes involved in the metabolism of allantoin, γ-aminobutyric acid (GABA), leucine, and urea (27, 28). During growth on GABA, Dal81 acts with Uga3 to drive expression of GABA-responsive genes, including the *UGA* regulon (29). When allantoin is the sole nitrogen source, Dal81, together with Dal82, controls expression of the *DUR* and *DAL* genes (30). In addition, Dal81 acts with Stp1 to regulate expression of amino acid permease genes, especially those that import leucine (31).

NCR has been characterized in several other fungi, including *Yarrowia lipolytica*, *Aspergillus nidulans*, *Neurospora crassa*, *Cryptococcus neoformans*, and *Candida albicans* (3, 32–34). The roles of the GATA activators are generally well conserved. For example, in *C. albicans*, Gat1 and Gln3 are required for derepression of expression of the ammonium permease *MEP2* and the secreted aspartyl protease *SAP2* as well as the urea, allantoin, and GABA metabolism genes *DUR1*, *DUR2*, *DAL5*, and *UGA4* during growth on preferred nitrogen sources (34–38). Loss of either *GAT1* or *GLN3* leads to attenuated virulence of *C. albicans* in a mouse model of infection (34, 36). Deleting *GAT1* or *GLN3* also reduces formation of chlamydospores, unusual globular structures that are formed during growth on some media (39).

The GATA repressors are not as well characterized in other fungi as they are in *S. cerevisiae*. *DAL80* and *GZF3* are ohnologs resulting from whole-genome duplication (WGD) in the ancestor of *S. cerevisiae* (40, 41). Fungi that diverged from *S. cerevisiae* before the WGD therefore have only one ortholog. The role of the single *C. albicans* ortholog (called *GZF3*) has not been studied. *Y. lipolytica* encodes four GATA transcription factors, including two (Gzf1 and Gzf2) that are similar to Gat1 and Gln3; Gzf3, which is related to *S. cerevisiae* Gzf3 and Dal80; and Gzf4, which is more closely related to iron response regulators (32). Gzf3 represses expression of nitrogen utilization genes in *Y. lipolytica*, similarly to *S. cerevisiae*, whereas Gzf4 is more closely related to iron response regulators (32). In many filamentous fungi, the GATA transcription factor AreA (Gat1 family) is an activator of gene expression whereas AreB (Gzf3) represses expression (42, 43).

Here, we used reverse genetics to assess the role of NCR regulators in the pathogenic yeast *Candida parapsilosis*, a relative of *C. albicans* in the CUG-Ser clade (44, 45). We found that *GAT1* and *GLN3* orthologs are activators of NCR and that Gzf3 acts as a general repressor of nitrogen catabolism genes. The roles of Put3 and Uga3 as regulators of proline and GABA metabolism, respectively, are also conserved with *S. cerevisiae*. However, the role of Dal81 is different. *DAL81* is not required for allantoin or GABA metabolism in either *C. albicans* or *C. parapsilosis*. Transcriptomic analysis shows that in *C. parapsilosis*, Dal81 acts as a regulator of genes required for metabolism of arginine and especially as a repressor of arginine biosynthesis and transport. There has therefore been substantial rewiring of the Dal81 transcriptional network between *S. cerevisiae* and *C. parapsilosis*.

## RESULTS

### Nitrogen catabolite repression in *C. parapsilosis*.

Fungal species preferentially use nitrogen sources such as glutamate, glutamine, ammonium, and peptones, but they can also utilize nonpreferred sources, including allantoin, γ-aminobutyric acid (GABA), and other amino acids. We first tested if gene expression is subject to nitrogen catabolite repression in *C. parapsilosis* CLIB214 in a manner similar to that seen with other fungi by comparing the levels of gene expression of wild-type cells growing in media containing a preferred nitrogen source (yeast nitrogen base [YNB] with glucose and ammonium sulfate) and in media with a nonpreferred source (YNB with glucose and isoleucine).

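The cells were 6 cultures of the wild-type strain CLIB214 in YNB medium containing 2% glucose, of which 3 had ammonium sulfate (0.5%) and 3 had isoleucine (10 mM) for nitrogen. The methods give a starting A600 of about 0.3, and the sample labels give 0.2. The methods name a Bioline kit for RNA of cells grown on isoleucine and a RiboPure kit for most other RNA-seq samples. BGI sequenced all 6 libraries with 100-base paired-end reads, and the authors mapped the reads with TopHat version 2 and counted them with HTSeq. The deposited values are raw counts per gene, one set for each library. Between 11559428 and 11627569 counts per library (median 11577972) fell on genes in the ammonium sulfate group, and between 11443638 and 11656152 (median 11526804) in the isoleucine group. From 2.81% to 3.92% of the counts fell outside annotated genes. Counts were normalized with edgeR's TMM method, and the 5690 genes with at least 10 counts in at least 3 of the 6 libraries were tested with edgeR's quasi-likelihood F test. A gene was called differentially expressed when its absolute log2FC was above 1 and its Benjamini-Hochberg adjusted p was under 0.001, the thresholds given in the paper's methods. The paper used DESeq2 with these thresholds. The common biological coefficient of variation in this pair of groups was 0.117. The labels number the replicates 1 to 3 in each group, and the pairing by number is taken from the labels. Across genes, deviations from the group means correlated with r = 0.212 between libraries of the same number. Values below are means of TMM-normalized CPM (library-scaled counts) ± SD over 3 replicates.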

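Of the 5690 genes tested, 601 were upregulated and 245 were downregulated on isoleucine relative to ammonium sulfate. In a fit with the replicate number as a block, edgeR called 660 genes up and 278 down. DESeq2 at the same thresholds called 676 up and 285 down. The setting that moved the counts most was edgeR's test against an absolute log2FC of 1 (glmTreat), which called 258 up and 53 down. When each library was left out in turn, the upregulated genes numbered from 416 to 748 and the downregulated genes from 147 to 306.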

Overall, 731 genes were upregulated and 292 genes were downregulated in cells grown on isoleucine compared to ammonium sulfate as the sole nitrogen source (see Data Set S1 in the supplemental material). 

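Data Set S1 gives descriptions for 952 genes that differed on isoleucine, and these were used to count transport genes among the genes called here. The list, as read here, holds 669 upregulated and 283 downregulated genes, fewer than the 731 and 292 of the paper's text. DESeq2 with a prior on the log2FC, a fit chosen after seeing the data, also called 669 up and 283 down. A description that contained transporter, permease or transmembrane transport was found for 106 of 589 upregulated genes (18.0%) and 18 of 245 downregulated genes (7.35%). The odds ratio was 2.76 (Fisher's exact test, two-sided, p = 4.35e-05). The background is the downregulated genes, because the descriptions cover only genes that the paper called. With the word permease alone, 16 of 589 upregulated genes (2.72%) and 6 of 245 downregulated genes (2.45%) were counted, an odds ratio of 1.11 (Fisher's exact test, two-sided, p = 1). Among ammonium transporters, MEP2 (CPAR2_402870) rose from 2.54 ± 1.23 CPM on ammonium sulfate to 2225 ± 87.4 CPM on isoleucine, a log2FC of 9.76 (standard error 0.24, adjusted p = 8.51e-08) in edgeR's quasi-likelihood test. MEP1 (CPAR2_406160) rose from 75.5 ± 17.4 CPM to 469.5 ± 6.73 CPM, with a log2FC of 2.64 (SE 0.16, adjusted p = 8.13e-06). The urea transporter gene DUR3 (CPAR2_105530) had a log2FC of 9.20 (SE 0.17, adjusted p = 2.81e-08) and DUR4 (CPAR2_213700) one of 2.03 (SE 0.17, adjusted p = 3.71e-05). DAL9 (CPAR2_209680) had a log2FC of 9.09 (SE 0.18, adjusted p = 4.13e-08). DAL7 (CPAR2_203500) reached only 4.10 ± 2.11 CPM on isoleucine, and its log2FC of 2.23 (SE 0.47, adjusted p = 0.00400) missed the adjusted p threshold. With DESeq2 the log2FC of DAL7 was 2.24 (adjusted p = 6.18e-05), past the threshold. For the oligopeptide transporters the log2FC was 4.56 for OPT5 (CPAR2_807910), 1.21 for OPT6 (CPAR2_301860) and 1.82 for OPT8 (CPAR2_600090), with adjusted p values of 4.54e-08, 1.22e-04 and 5.99e-06. OPT6 passed in 3 of the 6 fits that each left out one library. When the replicate number was a block, all these genes except DAL7 stayed past the threshold. DAL4 and OPT2 are not analysed here.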

Upregulated genes were enriched in transmembrane transporters and permeases, including transporters of ammonium (*MEP1* and *MEP2*), urea (*DUR3* and *DUR4*), allantoate (*DAL4*, *DAL7*, and *DAL9*), and oligopeptides (*OPT2*, *OPT5*, *OPT6*, and *OPT8*). 

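All 7 arginine synthesis genes examined (ARG1, ARG3, ARG4, ARG5,6, ARG7, ARG8 and CPA1) passed the threshold on isoleucine, with log2FC values from 1.63 to 5.77. ARG3 (CPAR2_601520) rose from 5.64 ± 0.808 CPM to 308 ± 14.0 CPM, a log2FC of 5.77 (standard error 0.12, adjusted p = 4.13e-08) in edgeR's test. ARG1 (CPAR2_804120) rose from 108 ± 13.6 CPM to 1708 ± 59.0 CPM, with a log2FC of 3.98 (SE 0.10, adjusted p = 1.00e-07). The log2FC was 3.63 (SE 0.07, adjusted p = 4.13e-08) for ARG5,6 (CPAR2_207610). For these named genes every isoleucine library lay above every ammonium sulfate library, and the call held in all 6 fits that each left out one library. After blocking on the replicate number, the log2FC was 5.77 (adjusted p = 5.15e-08) for ARG3 and 3.98 (adjusted p = 2.92e-08) for ARG1.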

Genes involved in amino acid transport and synthesis, especially those involved in arginine biosynthesis (e.g., *ARG1*, *ARG3*, *ARG5,6* and *CPA2*), were also upregulated. 

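GAT1 (CPAR2_500590) had 4.34 ± 0.419 CPM on ammonium sulfate and 289 ± 6.79 CPM on isoleucine, a log2FC of 6.05 (standard error 0.10, adjusted p = 1.39e-08) in edgeR's quasi-likelihood test. GZF3 (CPAR2_800210) had 108 ± 37.9 CPM and 442 ± 7.24 CPM, a log2FC of 2.03 (standard error 0.23, adjusted p = 1.90e-04). The spread of GZF3 was larger on ammonium sulfate than on isoleucine. Leaving out each library in turn gave log2FC values of 5.97 to 6.12 for GAT1, called in 6 of 6 fits, and of 1.80 to 2.31 for GZF3, called in 2 of 6. With the replicate number as a block, the log2FC was 6.05 (adjusted p = 2.52e-08) for GAT1 and 2.09 (adjusted p = 5.2e-05) for GZF3. From the induction of transporters, arginine synthesis genes and these regulators, the paper proposes that nitrogen scavenging pathways increase during growth on nonpreferred nitrogen sources.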

Expression of the putative NCR activator *GAT1* was increased by a log_2_ fold change (log_2_FC) value of ~6 and that of the putative NCR repressor *GZF3* by a log_2_FC of ~2. These responses are consistent with an increase in levels of nitrogen scavenging pathways during growth on nonpreferred nitrogen sources and are similar to results of previous analyses of derepression of pathways subject to NCR in *S. cerevisiae* (4, 46).

10.1128/mSphere.00028-18.6 DATA SET S1  RNA-seq analysis of nitrogen response of *C. parapsilosis* wild-type and *dal81* deletion strains. Download DATA SET S1, XLS file, 1.3 MB. Copyright © 2018 Turner et al. 2018 Turner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Identification of NCR regulators in *C. parapsilosis*.

The roles of *C. parapsilosis* orthologs of known nitrogen regulators in *S. cerevisiae* were next tested by characterizing the phenotype of gene deletion strains growing on various nitrogen sources (Fig. 1). *GAT1* and *GZF3* deletions in *C. parapsilosis* were previously described by Holland et al. (47); deletions of *GLN3*, *PUT3*, *GCN4*, *UGA3*, and *DAL81* were constructed using a similar methodology. Most of the deletion strains grew well on rich media with complex nitrogen sources (yeast extract-peptone-dextrose [YPD], glucose with yeast extract and peptone) and on YNB plus glucose when glutamate (a preferred nitrogen) was used as the sole nitrogen source. Loss of *GLN3* resulted in poor growth on ammonium sulfate and under most of the nitrogen-limiting conditions tested, similarly to the orthologous deletion in *C. albicans* (36). Deletion of the *GAT1* activator led to dramatically reduced growth on tryptophan, which is also observed in *C. albicans* (36). Deleting *GAT1* resulted in a minor growth defect on glutamate, the preferred nitrogen source, which has not been reported in other fungal species. Overall, the growth phenotypes support the hypothesis that Gat1 and Gln3 are activators of genes required for utilization of nonpreferred nitrogen sources in *C. parapsilosis*, similarly to *S. cerevisiae* and *C. albicans*.

**FIG 1:**
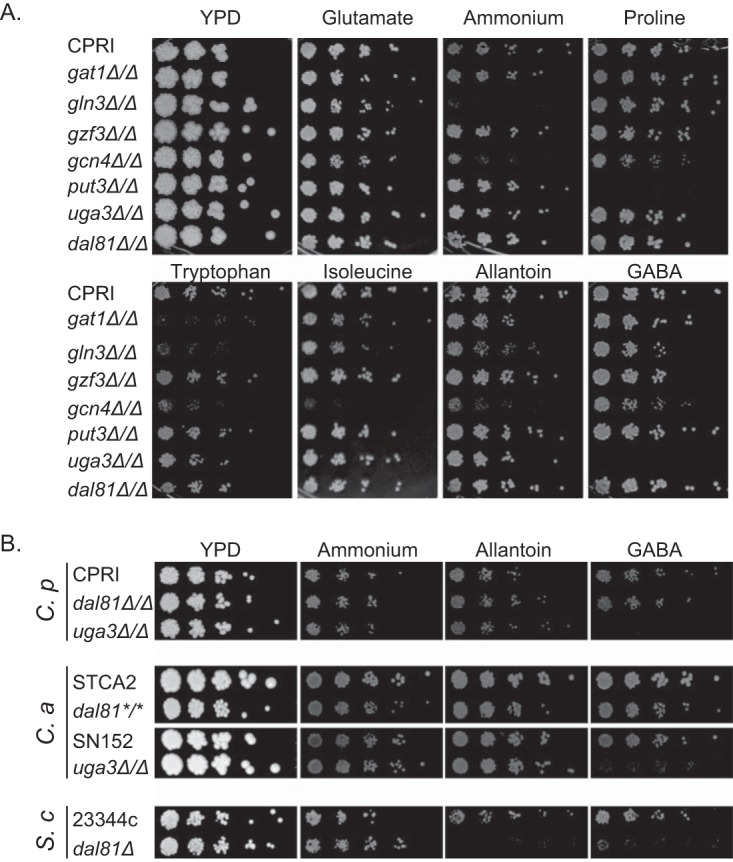
Identification of regulators of nitrogen metabolism in *Candida* species. (A) *C. parapsilosis* strains were grown overnight in YPD, and increasing 1/5 dilutions were pinned on YPD and on minimal media (YNB with glucose and without amino acids or ammonium sulfate) supplemented with a 10 mM concentration of the indicated amino acid or allantoin or with 0.5% ammonium sulfate. Plates were photographed after 72 h, and growth of the deletion strains was compared to the growth of the control *C. parapsilosis* CPRI strain. (B) Disrupting *DAL81* reduced growth of *S. cerevisiae* when allantoin or GABA was the sole nitrogen source but had no effect on growth of *C. albicans* and *C. parapsilosis*. Deleting *UGA3* reduced growth of both *C. parapsilosis* and *C. albicans* on GABA. *C. p*, *C. parapsilosis*; *C. a*, *C. albicans*, *S. c*, *S. cerevisiae*. The relevant control strains for each species were used (*C. parapsilosis* CPRI, *C. albicans* STCA2 [for *dal81*], *C. albicans* SN152 [for *uga3Δ* {49}], and *S. cerevisiae* 23344c). The asterisks indicate that *DAL81* was edited in *C. albicans* by introducing two stop codons. For the *S. cerevisiae* strains, uracil was added to the media at a final concentration of 0.08 g/liter. For *C. albicans* SN152 and the corresponding *uga3*Δ strain, arginine was added to reach a final concentration of 0.05 g/liter.

There is one ortholog of *S. cerevisiae GZF3* and *DAL80*, called *GZF3*, in *Candida* species (40, 41). Deleting *GZF3* in *C. parapsilosis* had no effect on growth on any of the nitrogen sources tested (Fig. 1). In *S. cerevisiae*, Gzf3 and Dal80 repress expression of metabolic genes such as those encoding transporters of ammonium and amino acids during growth on preferred sources (6). *GAT1* is also one of the targets (48). We therefore tested the effect of deleting *C. parapsilosis GZF3* on expression of some potential targets, including *MEP2* (ammonium permease and sensor of nitrogen starvation), *GAP2* (amino acid permease), and *GAT1*, which were upregulated when *C. parapsilosis* was grown on isoleucine as the major nitrogen source (Data Set S1). 

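In the RNA-seq comparison of CLIB214 on isoleucine and ammonium sulfate, all of these genes were upregulated (3 libraries per group). GAP2 (CPAR2_503530) rose from 2.66 ± 1.53 CPM to 1339 ± 27.5 CPM, a log2FC of 8.96 (standard error 0.28, adjusted p = 3.20e-07) in edgeR's quasi-likelihood test. MEP2 (CPAR2_402870) had a log2FC of 9.76 and GAT1 (CPAR2_500590) one of 6.05 in the same test. The log2FC ranged over 8.67 to 9.53 for GAP2, 9.53 to 10.23 for MEP2 and 5.97 to 6.12 for GAT1 when single libraries were left out, and each fit called all of them. In a fit with the replicate number as a block, the log2FC was 8.98 (adjusted p = 1.43e-07) for GAP2 and 9.77 (adjusted p = 4.36e-08) for MEP2.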

Table 1 shows that expression of all three genes was increased (8-fold to 80-fold) when *GZF3* was deleted during growth on rich media with complex sources of nitrogen (YPD). Gzf3 therefore represses expression of genes required for metabolism of nonpreferred nitrogen sources.

**TABLE 1:** Relative expression levels of NCR-sensitive genes in *gzf3Δ* strains grown in YPD

Gene	Fold change (2^−ΔΔ*CT*^)^a^		*P* value^b^
	*C. parapsilosis* CPRI	*C. parapsilosis gzf3Δ/Δ*	
*GAP2*	1.0 (0.32–3.15)	8.85 (2.54–30.87)	0.0006
*MEP2*	1.0 (0.47–2.13)	79.5 (27.7–228.2)	0.0000001
*GAT1*	1.0 (0.41–2.46)	23.43 (7.0–78.43)	0.003

a Threshold cycle (*C*_*T*_) values were normalized to *ACT1*, and the expression level in *C. parapsilosis* CPRI was set to 1. Gene expression ranges (standard deviations) are shown in parentheses.

b *P* values comparing expression levels in *C. parapsilosis* CPRI and *gzf3Δ* strains were calculated from three biological replicates by the use of a two-tailed Student *t* test.

The roles of some other transcription factor orthologs are also conserved in *S. cerevisiae* and *C. parapsilosis*. Deleting *GCN4* in *C. parapsilosis* reduced growth on most media (Fig. 1). This is similar to results seen with both *S. cerevisiae* and *C. albicans*, where Gcn4 plays a key role in coordinating the response to amino acid starvation (18, 21). *PUT3* was required for utilization of proline only and *UGA3* for utilization of GABA only (Fig. 1). However, deleting *DAL81* had no effect on growth under any set of conditions. To test whether this phenotype is unique to *C. parapsilosis*, we edited the *DAL81* ortholog in *C. albicans* by introducing two stop codons by the use of a clustered regularly interspaced short palindromic repeat (CRISPR)-Cas9-based method. We found that the edited strain had no defect in growth on various nitrogen sources, even when allantoin or GABA was the sole nitrogen source (Fig. 1). In *S. cerevisiae*, Dal81 is required for metabolism of GABA (together with Uga3) and of allantoin (together with Dal82) (Fig. 1) (28, 29). The role of Uga3 in GABA metabolism is conserved in both *C. albicans* (49) and *C. parapsilosis* (Fig. 1B). There is no ortholog of *DAL82* in *Candida* species.

### Role of *C. parapsilosis* Dal81.

Our observation that deleting *DAL81* did not affect growth of either *C. albicans* or *C. parapsilosis* on allantoin or GABA suggests that the protein has functions in *Candida* that are different from its functions in *Saccharomyces* species. 

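This experiment had 12 libraries, 3 for each strain and nitrogen source. The strains were CPRI, which carries DAL81 and the same HIS1 and LEU2 markers, and the dal81 deletion strain. Both were grown in YNB with 2% glucose and either 0.5% ammonium sulfate or 10 mM GABA. The libraries were made with a TruSeq Stranded mRNA kit and sequenced in-house on a NextSeq instrument with 75 cycles, separately from the BGI libraries. The authors mapped the reads with TopHat version 2 and deposited raw HTSeq counts per gene. The total counts on genes were 21547191 to 47376682 per library (median 39448061) for CPRI and 22568446 to 33930267 (median 27003418) for the deletion strain on ammonium sulfate. On GABA they were 20129931 to 43912707 (median 33326038) for CPRI and 29202103 to 37215276 (median 34970182) for the deletion strain. From 9.83% to 15.2% of the counts fell outside annotated genes. Each comparison was fitted on its own 6 libraries with TMM normalization and edgeR's quasi-likelihood F test, over genes with at least 10 counts in at least 3 libraries. Calls needed an absolute log2FC above 1 and a Benjamini-Hochberg adjusted p under 0.001. The common biological coefficient of variation was 0.281 for GABA against ammonium sulfate in CPRI and 0.286 in the deletion strain, against 0.117 for CLIB214 on isoleucine and ammonium sulfate. On counts simulated from the ammonium sulfate libraries with 200 genes changed by an absolute log2FC of 2, edgeR's test recovered 107 (53.5%) and DESeq2 192 (96.0%). Replicates are numbered 1 to 3 in the labels, from which the pairing is taken. Deviations from the group means correlated with r = 0.448 in CPRI and r = 0.290 in the deletion strain between libraries of the same number. The first principal component of log2 CPM held 50.3% of the variance and separated GABA from ammonium sulfate. The second held 20.6% and separated replicate 1 of every group from replicates 2 and 3.

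**Figure D1:**
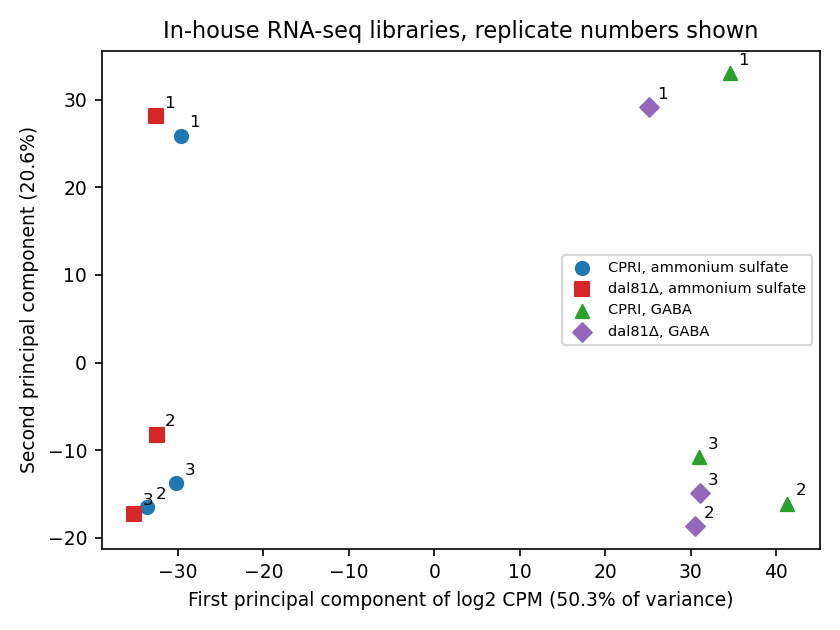
First and second principal components of log2 CPM for the 12 in-house libraries, one point per library with its replicate number, coloured by strain and nitrogen source. The libraries on ammonium sulfate lie left and those on GABA right along the first component (50.3% of variance), and replicate 1 of each group lies at the top of the second (20.6% of variance).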

To determine if *DAL81* plays any role in regulating expression of genes required for GABA metabolism in *C. parapsilosis*, we compared the gene expression profiles of wild-type and *dal81* deletion strains growing in minimal media supplemented with either ammonium sulfate or GABA as the sole nitrogen source. We used *C. parapsilosis* CPRI as a control strain (47). The gene deletions were constructed by replacing one allele with *HIS1* from *C. dubliniensis* and one with *LEU2* from *C. maltosa*. *C. parapsilosis* CPRI also contains one *C. dubliniensis HIS1* (*CdHIS1*) allele and one *C. maltosa LEU2* (*CmLEU2*) allele (47). In *C. parapsilosis* CPRI, expression of 198 genes was increased by a log_2_FC of >1 during growth on GABA compared to ammonium sulfate, and expression of 117 of these genes was also increased even when *DAL81* is deleted (Fig. 2). Similarly, expression of 240 genes was decreased in the control strain during growth on GABA relative to ammonium sulfate, and 141 of these were also downregulated in the *DAL81* deletion. 

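Over the 5752 genes tested in CPRI, edgeR called 22 genes up on GABA relative to ammonium sulfate, and 12 of these were also called up in the dal81 deletion strain. In the deletion strain 15 genes were called up among 5745 tested. All 22 genes called up in CPRI had a log2FC above 1 in the deletion strain. The count depended on the test. DESeq2 at the same thresholds called 204 genes up in CPRI and 177 in the deletion strain, with 121 in both. An adjusted p threshold of 0.05 gave 231 and 178 genes in edgeR, with 127 in both, the largest shift among the settings tried. When the replicate number was a block, edgeR called 89 genes up in CPRI, 4 in the deletion strain and 3 in both. The same block in a fit of all 12 libraries, chosen after seeing the data, gave 143, 107 and 80. Leaving out each library in turn gave from 0 to 21 genes up in CPRI and from 0 to 8 in the deletion strain. At an unadjusted p under 0.05 and a log2FC above 1, 308 genes were higher on GABA in CPRI and 308 in the deletion strain. Across 5735 genes tested in both strains, the log2FC on GABA in CPRI and in the deletion strain correlated with r = 0.888 (Pearson) and 0.861 (Spearman), where genes are not independent replicates.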

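In CPRI, 34 genes were called down on GABA relative to ammonium sulfate by edgeR, and 3 of these were also called down in the dal81 deletion strain, where 4 genes were down in all. All 34 genes had a log2FC below minus 1 in the deletion strain. DESeq2 called 244 genes down in CPRI and 193 in the deletion strain, with 144 in both. The replicate number as a block gave 126 genes down in CPRI and 0 in the deletion strain, where 326 genes had an unadjusted p under 0.05 and a log2FC below minus 1 without the block. The same block in a fit of all 12 libraries, chosen after seeing the data, gave 207 and 113, with 101 in both. The contrast of 126 and 0 thus depended on the fit. Without one library at a time, the number called down was from 0 to 28 in CPRI and from 0 to 2 in the deletion strain. The difference between the strains in the response to GABA was tested as an interaction over 5772 genes. No gene passed the thresholds in edgeR, a count of 0 beside 144 genes at an unadjusted p under 0.05, and DESeq2 called 2. After blocking on the replicate number, the interaction test also called 0 genes. In simulated data from these libraries with 200 genes given an interaction log2FC of 2 in absolute size, edgeR recovered 27 (13.5%) and DESeq2 140 (70.0%), so a count of 0 in edgeR leaves room for real differences of this size.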

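UGA1 (CPAR2_211040) had 51.6 ± 7.5 CPM on ammonium sulfate and 6701 ± 494 CPM on GABA in CPRI, a log2FC of 7.02 (standard error 0.26, adjusted p = 4.99e-05) in edgeR's quasi-likelihood test. In the dal81 deletion strain it had 44.5 ± 5.61 CPM and 7781 ± 233 CPM, a log2FC of 7.45 (standard error 0.23, adjusted p = 4.13e-05). UGA2 (CPAR2_404090) went from 51.1 ± 1.54 CPM to 3163 ± 505 CPM in CPRI, with a log2FC of 5.95 (SE 0.25, adjusted p = 5.64e-05). In the deletion strain UGA2 went from 48.0 ± 7.87 CPM to 3575 ± 418 CPM, with a log2FC of 6.22 (SE 0.24, adjusted p = 1.16e-04). Every GABA library lay above every ammonium sulfate library for both genes in both strains. The difference in response between the strains was 0.43 on the log2 scale for UGA1 (SE 0.23) and 0.27 for UGA2 (SE 0.25), and neither was significant in edgeR's interaction test (adjusted p = 1.000 for both). With the replicate number as a block, the log2FC in the deletion strain was 7.46 (adjusted p = 3.02e-04) for UGA1 and 6.22 (adjusted p = 0.00114) for UGA2, the latter just short of the threshold.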

Growth on GABA resulted in increased expression of genes involved in GABA metabolism, including the UGA transaminase (*UGA1*) and succinate-semialdehyde dehydrogenase (*UGA2*), even when *DAL81* was deleted, by a log_2_FC of >5 (Data Set S1). We also used quantitative real-time PCR (RT-PCR) to confirm that *DAL81* is not required for the GABA-specific induction of metabolic genes (Table 2). Expression of *UGA1* and *UGA2* was induced >100-fold during growth in GABA, in the presence and absence of *DAL81*.

**FIG 2:**
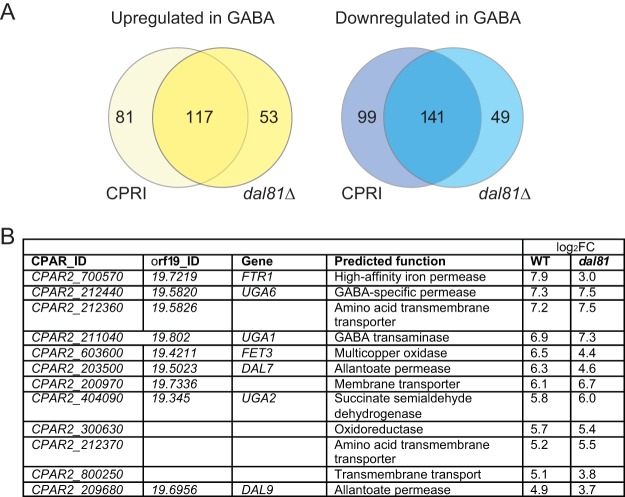
GABA induction of gene expression does not require *DAL81*. (A) Genes upregulated and downregulated in *C. parapsilosis* CPRI and *dal81*Δ strains grown in GABA as a sole nitrogen source. Gene expression is compared to growth on ammonium sulfate for each strain. (The full list is available in Data Set S1.) (B) Genes with the highest induction in expression under conditions of growth on GABA. The log_2_ fold change in *C. parapsilosis* CPRI and *dal81*Δ strains is shown. (The full list is available in Data Set S1.) WT, wild type.

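All 12 genes listed in Fig. 2B had higher counts in every GABA library than in every ammonium sulfate library of the same strain. In CPRI, 10 of them passed the thresholds in edgeR's test, while CPAR2_300630 (adjusted p = 0.00172) and CPAR2_800250 (adjusted p = 0.00181) did not. In the dal81 deletion strain, 6 passed (UGA6, CPAR2_212360, UGA1, UGA2, CPAR2_212370 and DAL9). FTR1 (CPAR2_700570) varied widely between replicates, with 1616 ± 1170.1 CPM on GABA in CPRI and 1142 ± 1339.9 CPM in the deletion strain. Its log2FC was 9.18 (SE 0.67, adjusted p = 3.21e-04) in CPRI and 7.00 (SE 1.12, adjusted p = 0.0162) in the deletion strain. FET3 (CPAR2_603600) had log2FC values of 7.03 (SE 0.43, adjusted p = 2.40e-04) and 5.74 (SE 0.82, adjusted p = 0.0104), and DAL7 (CPAR2_203500) of 7.09 (SE 0.49, adjusted p = 2.78e-04) and 5.39 (SE 0.55, adjusted p = 0.00317). For the genes with only an identifier, the log2FC in CPRI and in the deletion strain was 7.31 and 8.18 for CPAR2_200970, 7.22 and 7.99 for CPAR2_300630, 6.45 and 6.54 for CPAR2_212370, and 6.13 and 5.13 for CPAR2_800250. CPAR2_212370 was rare, at 6.29 ± 2.42 CPM on GABA in CPRI. None of the 12 genes differed significantly between strains in its response (edgeR's interaction test, adjusted p = 1.00 for each), and the largest difference was that of FTR1 at -2.18 (SE 1.14). In a fit with the replicate number as a block, the log2FC of FTR1 was 8.89 (adjusted p = 6.16e-05) in CPRI and 6.27 (adjusted p = 0.0391) in the deletion strain. The block left 3 of the 12 genes past the thresholds in the deletion strain, because CPAR2_212370 (adjusted p = 0.00541), UGA2 (0.00114) and DAL9 (0.00200) no longer passed in edgeR, and in CPRI it added CPAR2_800250 (adjusted p = 6.05e-05). DESeq2 called all 12 genes in both strains. The 2 genes that fell most in CPRI were CPAR2_205290, with a log2FC of -8.48 (SE 0.68, adjusted p = 4.25e-04), and CPAR2_210700, with one of -8.32 (SE 0.62, adjusted p = 3.37e-04).

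**Figure D2:**
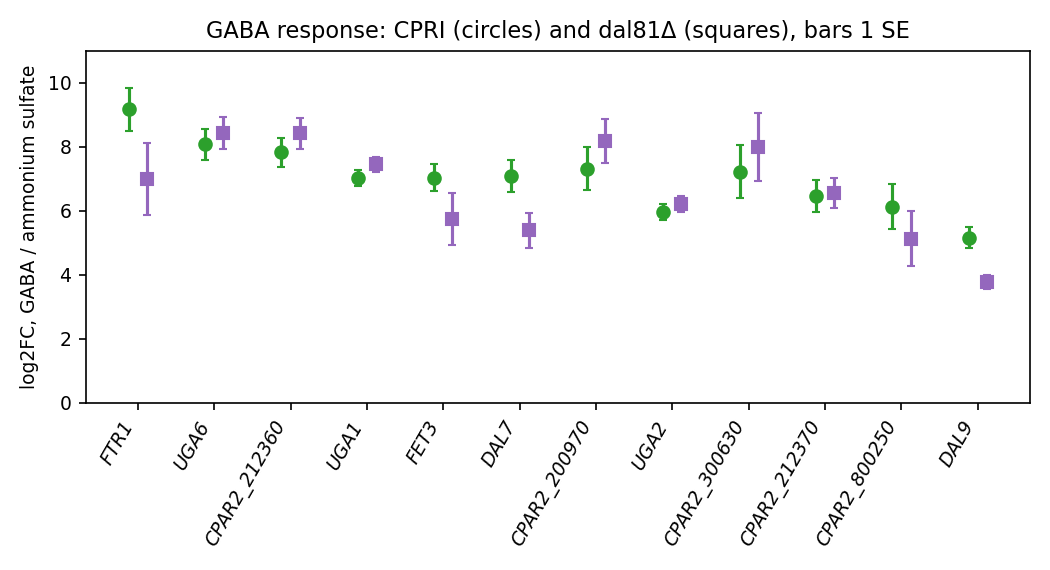
The log2FC on GABA relative to ammonium sulfate for the 12 genes of Fig. 2B in CPRI (circles) and the dal81 deletion strain (squares), with bars of 1 standard error either side, from 3 libraries per group. All 24 values are above 0, from 3.79 for DAL9 in the deletion strain to 9.18 for FTR1 in CPRI.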

**TABLE 2:** GABA induction of gene expression in control and *dal81Δ* strains of *C. parapsilosis*

Gene	Fold change (2^−ΔΔ*CT*^)^a^				*P* value^b^
	*C. parapsilosis* CPRI		*C. parapsilosis dal81*Δ/Δ		
	Ammonium	GABA	Ammonium	GABA	
*UGA1*	1.0 (0.2–4.7)	142.5 (45.4–447.1)	1.0 (0.2–6.0)	118.6 (54.8–256.9)	0.57
*UGA2*	1.0 (0.2–6.1)	219.3 (31.7–1,516.6)	1.0 (0.2–6.8)	113.1 (28.7–445.3)	0.95

a *C*_*T*_ values were normalized to *ACT1* to generate Δ*C*_*T*_ values for each gene, and the expression level during growth in ammonium sulfate was set to 1. Gene expression ranges (standard deviations) are shown in parentheses. Cells were grown in YNB/glucose with 0.5% ammonium sulfate or 10 mM GABA.

b *P* values comparing expression levels of control (CPRI) and *dal81* deletion strains in GABA were calculated from three biological replicates by the use of a two-tailed Student *t* test.

In *S. cerevisiae*, GABA is imported by the Uga4 permease (50). There is no syntenic homolog of *UGA4* in *C. parapsilosis* (51, 52). GABA may be imported by *UGA6* (*CPAR2_212440*) and/or *CPAR2_212360*, a member of the same permease family, because expression of these genes was increased by a log_2_FC of >7.0 in media containing GABA (Fig. 2; see also Data Set S1). However, expression of both was also induced when isoleucine is the sole nitrogen source. 

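UGA6 (CPAR2_212440) had 1.63 ± 0.477 CPM on ammonium sulfate and 438 ± 178 CPM on GABA in CPRI, a log2FC of 8.07 (standard error 0.48, adjusted p = 2.40e-04) in edgeR's quasi-likelihood test. CPAR2_212360 had 1.93 ± 0.483 CPM and 437 ± 171 CPM, a log2FC of 7.83 (standard error 0.46, adjusted p = 2.40e-04). In the dal81 deletion strain the log2FC was 8.43 (SE 0.49, adjusted p = 3.10e-04) for UGA6 and 8.42 (SE 0.49, adjusted p = 3.10e-04) for CPAR2_212360. Leaving out each library in turn kept the log2FC of UGA6 within 7.77 to 8.35 in CPRI, and 3 of the 6 fits kept the call. When the replicate number was a block, the log2FC in CPRI was 7.99 (adjusted p = 6.30e-05) for UGA6 and 7.75 (adjusted p = 6.05e-05) for CPAR2_212360. The mean CPM of UGA6 and CPAR2_212360 were similar in each condition, and how the authors' counting divided reads between members of one permease family was not tested.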

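In CLIB214, UGA6 (CPAR2_212440) rose from 0.535 ± 0.179 CPM on ammonium sulfate to 703 ± 30.8 CPM on isoleucine, a log2FC of 10.33 (standard error 0.15, adjusted p = 8.08e-09) in edgeR's quasi-likelihood test. CPAR2_212360 rose from 0.475 ± 0.0457 CPM to 695 ± 24.5 CPM, a log2FC of 10.48 (standard error 0.11, adjusted p = 3.84e-09). After blocking on the replicate number, the log2FC was 10.33 (adjusted p = 1.28e-08) and 10.48 (adjusted p = 5.22e-09). The isoleucine and GABA comparisons come from different strains and sequencing batches, so their sizes were not tested against each other.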

Expression of *DAL9*, encoding a putative allantoate permease, was induced by GABA in the presence or absence of *DAL81* (Fig. 2). It is therefore likely that in *C. parapsilosis*, and possibly in other *Candida* species, *DAL81* does not regulate expression of GABA or allantoate metabolism genes, as indicated by the lack of a growth defect (Fig. 1).

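DAL9 (CPAR2_209680) rose from 2.30 ± 0.686 CPM on ammonium sulfate to 81.3 ± 22.1 CPM on GABA in CPRI, a log2FC of 5.16 (standard error 0.33, adjusted p = 2.44e-04) in edgeR's quasi-likelihood test. In the dal81 deletion strain it rose from 4.26 ± 0.815 CPM to 58.9 ± 3.98 CPM, a log2FC of 3.79 (standard error 0.22, adjusted p = 3.10e-04). The difference in response between the strains was -1.37 (SE 0.35), which had an unadjusted p of 0.00225 and an adjusted p of 1.000 in edgeR's interaction test. With DESeq2 the same difference was -1.40 (adjusted p = 0.0990). With the replicate number as a block, the log2FC was 5.17 (adjusted p = 6.74e-05) in CPRI and 3.8 (adjusted p = 0.00200) in the deletion strain, the latter short of the threshold. From the induction of GABA and allantoate genes with and without DAL81, together with the growth assays, the paper proposes that DAL81 does not regulate GABA or allantoate metabolism genes in C. parapsilosis.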

Deleting *DAL81* had little effect on overall gene expression levels when cells were grown in ammonium sulfate. 

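DAL81 itself (CPAR2_800890) had 501, 2230 and 1845 counts in the CPRI libraries on ammonium sulfate (replicates 1 to 3) and 2, 1 and 2 counts in the dal81 deletion libraries. On GABA it had 396, 682 and 1653 counts in CPRI and 0, 0 and 3 in the deletion strain. Its log2FC on ammonium sulfate was -9.28 (standard error 0.51), and edgeR's test gave an adjusted p of 0.00265, above the threshold of 0.001. With DESeq2 the log2FC was -9.37 (adjusted p = 3.55e-32), and with the replicate number as a block in edgeR it was -9.21 (adjusted p = 2.33e-05).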

Expression of only 40 genes was decreased in the *dal81* deletion strain relative to *C. parapsilosis* CPRI, and expression of 15 genes was increased with a log_2_FC of >1 (Data Set S1). However, expression of arginine biosynthesis genes *CPA2*, *ARG4*, and *ARG5*,*6* was increased and expression of *CAR1* and *CAR2*, involved in arginine degradation, was decreased (Data Set S1). 

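With edgeR, 0 of the 5754 genes tested passed an absolute log2FC of 1 and an adjusted p of 0.001 in the dal81 deletion strain against CPRI on ammonium sulfate. At an unadjusted p under 0.05, 855 genes differed, and 111 of them had a log2FC above 1 and 119 a log2FC below minus 1. The setting that moved this count most was DESeq2, which at the same thresholds called 44 genes down and 19 up. The replicate number as a block gave 3 genes down and 1 up. The pairing is taken from the labels, and deviations from the group means correlated with r = 0.504 between libraries of the same number. Each fit that left out one library called 0 genes. On simulated counts from these libraries with 200 genes at an absolute log2FC of 2, edgeR recovered 107 with 0 false calls and DESeq2 192 with 4 false calls.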

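All 7 arginine synthesis genes examined had higher means in the dal81 deletion strain than in CPRI on ammonium sulfate, with log2FC values from 0.50 to 1.41, and 5 of them were above 1. In edgeR's quasi-likelihood test none passed the threshold (adjusted p from 0.170 to 0.325), and all 7 had an unadjusted p under 0.05. ARG4 (CPAR2_703790) had 153 ± 37.5 CPM in CPRI and 371 ± 25.3 CPM in the deletion strain, a log2FC of 1.28 (SE 0.22, adjusted p = 0.170), and ARG5,6 (CPAR2_207610) one of 1.30 (SE 0.26, adjusted p = 0.170). For both genes every deletion library lay above every CPRI library. DESeq2 gave log2FC values of 1.28 (adjusted p = 3.04e-05) for ARG4 and 1.30 (adjusted p = 2.9e-04) for ARG5,6, both past the threshold. ARG1, ARG3, ARG7, ARG8 and CPA1 missed it in DESeq2 too, with adjusted p from 0.00117 (CPA1) to 0.229 (ARG8). CAR1 (CPAR2_100820) had 76.5 ± 14.3 CPM in CPRI and 15.4 ± 3.19 CPM in the deletion strain, a log2FC of -2.31 (standard error 0.23, adjusted p = 0.0198). CAR2 (CPAR2_402700) had a log2FC of -1.28 (SE 0.23, adjusted p = 0.170). With DESeq2, CAR1 and CAR2 passed, with log2FC values of -2.31 (adjusted p = 2.25e-15) and -1.27 (adjusted p = 1.25e-04). In a fit with the replicate number as a block, edgeR gave 1.30 (adjusted p = 0.0286) for ARG4 and -2.31 (adjusted p = 0.00432) for CAR1.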

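DUR1,2 (CPAR2_105520) had 280.1 ± 164 CPM in CPRI and 46.2 ± 12.0 CPM in the dal81 deletion strain on ammonium sulfate, a log2FC of -2.60 (standard error 0.47, adjusted p = 0.170) in edgeR's quasi-likelihood test. DUR3 (CPAR2_105530) had 17.7 ± 1.93 CPM and 4.10 ± 0.869 CPM, a log2FC of -2.11 (standard error 0.24, adjusted p = 0.0292). Every deletion library lay below every CPRI library for both genes. Neither passed the adjusted p threshold of 0.001 in edgeR, and both did in DESeq2, with log2FC values of -2.60 (adjusted p = 2.25e-06) and -2.11 (adjusted p = 7.54e-15). When the replicate number was a block, the log2FC was -2.45 (adjusted p = 0.0142) for DUR1,2 and -2.12 (adjusted p = 0.00707) for DUR3.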

Expression of *DUR1*,*2* (urea amidolyase) and of *DUR3* (a putative urea transporter) was reduced (by a log_2_FC value greater than 1.8) in the *dal81* deletion strain compared to a control strain grown in ammonium sulfate, suggesting that its role in regulation of urea metabolism may be partially conserved with *S. cerevisiae* (Data Set S1) (53). The expression of galactose metabolism genes (*GAL1* and *GAL7*) was also reduced. However, expression of the *DUR* genes was induced by growth on GABA, even when *DAL81* was deleted (Data Set S1).

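GAL1 (CPAR2_106130) had 459 ± 29.5 CPM in CPRI and 138 ± 17.7 CPM in the dal81 deletion strain on ammonium sulfate, a log2FC of -1.73 (standard error 0.17, adjusted p = 0.0198) in edgeR's quasi-likelihood test. GAL7 (CPAR2_106170) had 221 ± 50.9 CPM and 56.7 ± 5.2 CPM, a log2FC of -1.96 (standard error 0.22, adjusted p = 0.0292). For both genes the deletion libraries all lay below the CPRI libraries, and the adjusted p did not reach 0.001. DESeq2 gave -1.73 (adjusted p = 3.07e-18) for GAL1 and -1.96 (adjusted p = 1.14e-13) for GAL7, past the threshold. After blocking on the replicate number, edgeR gave -1.74 (adjusted p = 0.00212) and -1.94 (adjusted p = 0.00254).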

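DUR3 (CPAR2_105530) rose on GABA from 16.4 ± 1.75 CPM to 85.8 ± 18.1 CPM in CPRI, a log2FC of 2.39 (standard error 0.22, adjusted p = 8.26e-04) in edgeR's quasi-likelihood test. In the dal81 deletion strain it rose from 3.87 ± 0.762 CPM to 28.4 ± 3.57 CPM, a log2FC of 2.87 (standard error 0.24, adjusted p = 0.00157). DUR1,2 (CPAR2_105520) had 259 ± 150.1 CPM on ammonium sulfate and 274 ± 94.9 CPM on GABA in CPRI, a difference within the spread between replicates, with a log2FC of 0.08 (standard error 0.45, adjusted p = 0.926). In the deletion strain DUR1,2 had 43.7 ± 10.9 CPM and 133 ± 27.4 CPM, a log2FC of 1.6 (standard error 0.25, adjusted p = 0.0134). The sign of the DUR1,2 change in CPRI was not stable, with log2FC values of -0.25 to 0.62 when each library was left out in turn. With the replicate number as a block, the log2FC of DUR1,2 was 0.20 (adjusted p = 0.611) in CPRI and 1.61 (adjusted p = 0.00546) in the deletion strain. DESeq2 called DUR1,2 in the deletion strain, at 1.62 (adjusted p = 2.31e-07), and not in CPRI, at 0.09 (adjusted p = 0.919). It called DUR3 in both strains, at 2.89 (adjusted p = 7.27e-28) in the deletion strain and 2.40 (adjusted p = 1.76e-21) in CPRI.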

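The YPD comparison had 3 libraries of the dal81 deletion strain and 3 of CLIB214, and it used CLIB214, which has no HIS1 and LEU2 markers, as the wild type. BGI sequenced the libraries with 100-base paired-end reads, and the authors deposited raw HTSeq counts after mapping with TopHat version 2. Total counts on genes were 11330893 to 11678756 per library (median 11597727) for CLIB214 and 11558820 to 11756404 (median 11587559) for the deletion strain. From 2.47% to 2.98% of the counts fell outside annotated genes. Counts were normalized with TMM, and edgeR's quasi-likelihood F test covered the 5629 genes with at least 10 counts in at least 3 of the 6 libraries. The thresholds were an absolute log2FC of 1 and a Benjamini-Hochberg adjusted p of 0.001. The common biological coefficient of variation was 0.0758. On simulated counts from these libraries, edgeR and DESeq2 each recovered 200 of 200 genes changed by an absolute log2FC of 2, with 1 false call each. DAL81 (CPAR2_800890) had 220, 216 and 221 counts in the CLIB214 libraries and 0, 1 and 0 in the deletion libraries. The pairing by replicate number is taken from the labels, and deviations of the same number were almost uncorrelated, with r = 0.0163.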

To further characterize the role of *DAL81*, we compared the gene expression profile of a *dal81* deletion strain to that of the wild type under conditions of cell growth in YPD, a rich medium containing complex nitrogen sources, including yeast extract and peptones. 

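In YPD, 485 genes were upregulated and 333 downregulated in the dal81 deletion strain, of 5629 tested with edgeR. DESeq2 at the same thresholds called 500 up and 343 down. In a fit with the replicate number as a block, the counts were 485 up and 330 down. The largest shift came from edgeR's test against an absolute log2FC of 1 (glmTreat), with 116 up and 104 down. Each fit that left out one library gave from 413 to 529 genes up and from 300 to 347 down. Strain background other than DAL81 also differs between CLIB214 and the deletion strain, and no CPRI library in YPD was analysed here.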

Expression of 493 genes was increased and of 337 genes was decreased in the *dal81* deletion strain (Data Set S1). The upregulated genes were involved in processes associated with ribosome biogenesis and, in particular, with arginine metabolism (Data Set S1). 

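All 7 arginine synthesis genes of Fig. 3 that were examined passed the thresholds in YPD, with log2FC values in the dal81 deletion strain from 1.43 to 6.38. ARG3 (CPAR2_601520) rose from 0.850 ± 0.291 CPM in CLIB214 to 71.8 ± 4.56 CPM in the deletion strain, a log2FC of 6.38 (standard error 0.15, adjusted p = 2.88e-08) in edgeR's quasi-likelihood test. ARG1 (CPAR2_804120) rose from 47.6 ± 1.97 CPM to 464 ± 20.0 CPM, a log2FC of 3.28 (standard error 0.06, adjusted p = 7.30e-09). The log2FC was 3.37 for CPA1 (CPAR2_401060), 2.94 for ARG5,6 (CPAR2_207610), 1.63 for ARG7 (CPAR2_301210), 1.50 for ARG8 (CPAR2_403030) and 1.43 for ARG4 (CPAR2_703790). The largest adjusted p among the 7 genes was 1.67e-06. The basic amino acid permease gene CAN1 (CPAR2_603080) rose from 2.31 ± 0.529 CPM to 37.5 ± 4.45 CPM, a log2FC of 4.01 (standard error 0.17, adjusted p = 7.43e-07). The arginine degradation genes fell, CAR1 (CPAR2_100820) from 458 ± 49.9 CPM to 61.3 ± 1.85 CPM with a log2FC of -2.9 (SE 0.08, adjusted p = 8.73e-08), and CAR2 (CPAR2_402700) from 796 ± 80.3 CPM to 166 ± 5.1 CPM with one of -2.26 (SE 0.08, adjusted p = 2.37e-07). For all 10 genes the libraries of the strains did not overlap, and each of the 6 fits that left out one library kept the call. When the replicate number was a block, the log2FC was 6.38 (adjusted p = 1.50e-07) for ARG3 and -2.9 (adjusted p = 8.57e-08) for CAR1. ARG2 and ARG11 are not analysed here. From the rise of synthesis and transport genes, the fall of catabolic genes, and the return of ARG1 and ARG3 to wild-type levels when DAL81 was reintroduced, the paper concludes that DAL81 regulates arginine metabolism. In its account DAL81 represses the synthesis genes and activates the degradation genes. The reintroduction and the other isolate were not analysed here.

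**Figure D3:**
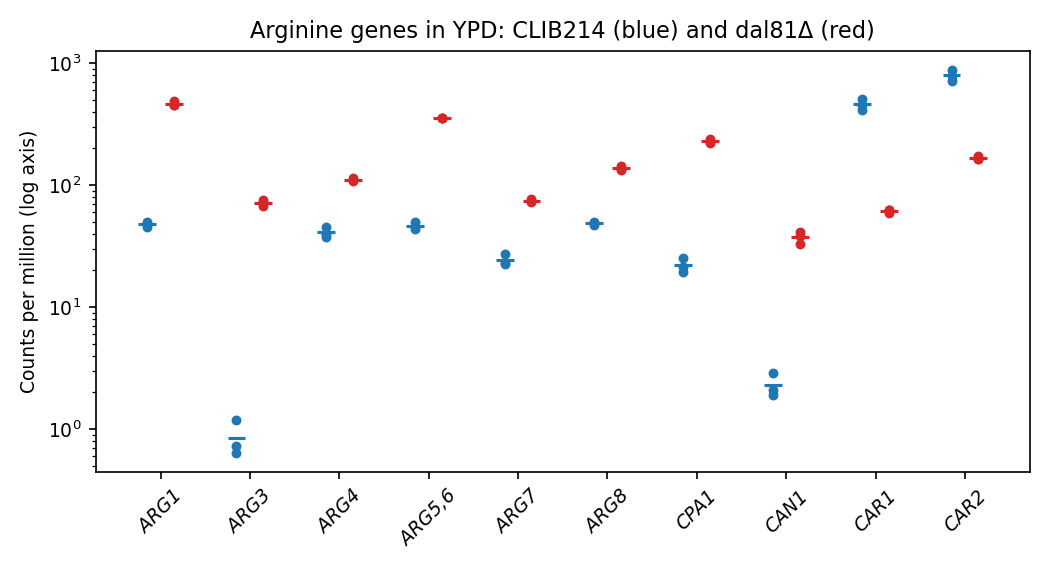
TMM-normalized CPM, on a log axis, of 10 arginine genes in YPD in CLIB214 (blue) and the dal81 deletion strain (red), one point per library and a bar at the mean of 3. The deletion strain lies above CLIB214 for the 7 synthesis genes and CAN1, and below it for CAR1 and CAR2.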

Expression of several genes required for arginine biosynthesis and transport was increased, whereas expression of arginine catabolic genes was decreased (Fig. 3).

**FIG 3:**
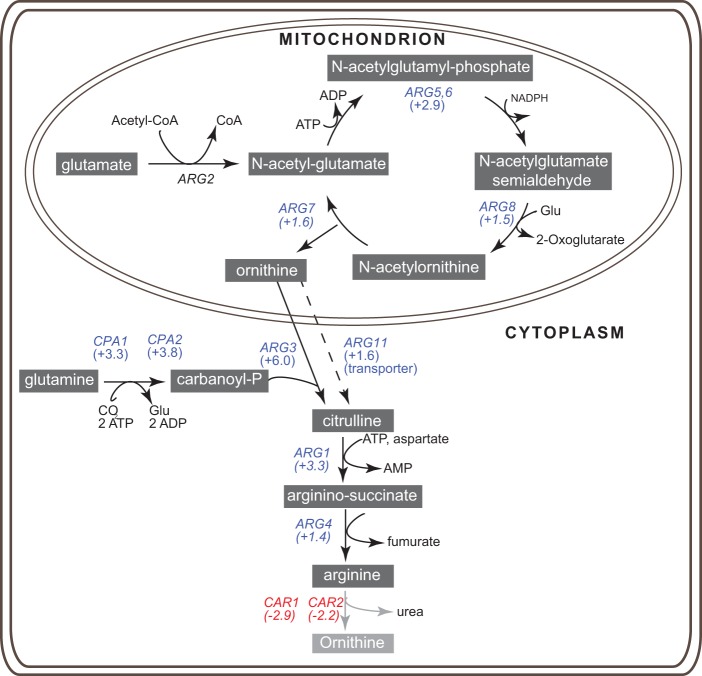
*DAL81* regulates expression of arginine metabolism in *C. parapsilosis*. The diagram shows a schematic representation of the arginine biosynthetic pathway in yeast. Expression of the genes highlighted in blue was increased in a *dal81* deletion strain of *C. parapsilosis* growing in YPD. Expression of genes shown in red was decreased. The gene shown in black (*ARG2*) had no detectable change in expression. The log_2_FC data are indicated in parentheses. (Full data are available in Data Set S1.) CoA, coenzyme A.

To confirm that the observed increase in expression of *ARG* genes was caused by deleting *dal81* and was not a result of a secondary mutation, we restored an intact copy of *DAL81* at one of the deleted loci in *C. parapsilosis* (Fig. S1). Expression of *ARG1* and *ARG3* was found to have increased 6- to 60-fold when *DAL81* was deleted and was restored to wild-type levels in the complemented strain (Table 3). We also used CRISPR-based editing to delete *DAL81* in a clinical isolate, *C. parapsilosis* 90-137 (54). Expression of *ARG3* was increased >200-fold in the *dal81* deletion strain (Table 3). In addition, deleting *DAL81* did not reduce growth of *C. parapsilosis* 90-137 on GABA or allantoin as the sole nitrogen source (Fig. S2). The effect of deletion of *DAL81* on expression of arginine genes and the lack of a role in regulating allantoin and GABA metabolism are therefore not restricted to one isolate of *C. parapsilosis*. Deleting *DAL81* did not reduce growth of *C. parapsilosis* or *C. albicans* on arginine or ornithine as the sole nitrogen source and did not affect susceptibility to canavanine, which is a toxic analog of arginine (Fig. S3). It is, however, likely that expression of arginine biosynthesis genes in *Candida* species is also regulated by other activators, similarly to *S. cerevisiae* (25, 26).

10.1128/mSphere.00028-18.1 FIG S1  Complementation of *C. parapsilosis dal81* deletion. (A) *DAL81* was deleted by replacing both alleles with the auxotrophic markers *CmLEU2* and *CdHIS1* (47). (B) To reintroduce the wild-type gene, the *DAL81* ORF was cloned into plasmid pSFS2A (80). The selectable marker (*SAT1* cassette) was flanked on one side by *DAL81*, and the other by part of the *CdHIS1* ORF used to delete one of the *DAL81* alleles. A linear fragment was transformed into the knockout strain. (C) Structure of one of the alleles after reintegration of *DAL81* in the knockout strain. The construct was verified using primers (purple arrows) to amplify inside ORF (ORF presence check) and around the 5′ and the 3′ ends of the integration site. (E) The *DAL81* ORF (802-bp) site was amplified from the wild-type strain and four putative reintegration isolates (RI 1, 2, 3, and 4), but not from the deletion strain (KO [knockout]). A 1,098-bp fragment was amplified from the wild-type strain and RI 1 but not from the others. A 1,103-bp fragment was amplified from the 3′ end of RI 1 only. The fragments from the 5′ and 3′ ends of RI 1 were sequenced to confirm the construction. Download FIG S1, EPS file, 0.9 MB. Copyright © 2018 Turner et al. 2018 Turner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00028-18.2 FIG S2  Deleting *DAL81 in C. parapsilosis* 90-137 did not affect growth on allantoin or GABA as the sole nitrogen source. Both alleles of *DAL81* were deleted in *C. parapsilosis* 90-137 using CRISPR. Strains were grown overnight in YPD, and increasing 1/5 dilutions were plated on minimal media (YNB with glucose without amino acids or ammonium sulfate) supplemented with 0.5% ammonium sulfate or with 10 mM allantoin or GABA where indicated. Download FIG S2, TIF file, 2.5 MB. Copyright © 2018 Turner et al. 2018 Turner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00028-18.3 FIG S3  Disrupting *DAL81* did not affect growth in *C. albicans* or *C. parapsilosis* during growth on arginine, ornithine, or canavanine as sole nitrogen source. *C. albicans* and *C. parapsilosis* strains were grown overnight in YPD, and increasing 1/5 dilutions were pinned on minimum media (YNB with glucose and without amino acids or ammonium sulfate), supplemented with a 10 mM concentration of arginine or ornithine or with 0.5% ammonium sulfate. Canavanine was added at a final concentration of 80 µg/ml where indicated. Plates were photographed after 72 h. Growth levels of the mutants were compared to the level seen with the relevant control for each species (*C. albicans* STCA2, *C. parapsilosis* CPRI, or *C. parapsilosis* 90-137). C.a, *C. albicans*; C.p, *C. parapsilosis*; *, edited strains; Δ, gene deletion strains. Download FIG S3, EPS file, 1.1 MB. Copyright © 2018 Turner et al. 2018 Turner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**TABLE 3:** Reintroducing *DAL81* restores expression of *ARG* genes in *C. parapsilosis* cells grown in YPD

Gene	Fold change (2^−ΔΔ*CT*^)^a^				
	CLIB214			90-137	
	WT^b^	*dal81*Δ/Δ	*dal81*Δ::*DAL81*	WT^b^	*dal81*Δ/Δ
*ARG1*	1.0 (0.1–10.1)	6.3 (1.8–22.2)	0.6 (0.3–1.4)		
*ARG3*	1.0 (0.1–12.1)	62.2 (15.3–252.1)	0.7 (0.3–1.4)	1.0 (0.9–1.1)	244.7 (179.6–333.5)

a *C_T_* values were normalized to *ACT1*, and the expression level in *C. parapsilosis* CLIB214 or *C. parapsilosis* 90-137 was set to 1. Gene expression ranges (standard deviations) are shown in parentheses.

b WT, wild type.

## DISCUSSION

The capacity to utilize nonpreferred nitrogen sources is an important virulence factor as it allows growth and survival of pathogens in diverse host niches. For example, deleting the core regulators of nitrogen assimilation, *GAT1* and *GLN3*, reduces virulence in *C. albicans* (34, 36). Here, we show that growth on poor nitrogen sources (e.g., isoleucine) triggers derepression of NCR-sensitive genes in *C. parapsilosis*, similarly to *S. cerevisiae* and other fungi (55, 56). Genes involved in transport and in amino acid metabolism are upregulated.

We found that the function of several core transcriptional regulators of the NCR is conserved in *C. parapsilosis* and other fungi. *GAT1* and *GLN3* are well studied in *S. cerevisiae* and *C. albicans*, where they encode activators of NCR-sensitive genes (4, 12–14, 34–36, 46). Deletion of either of these genes in *C. albicans* results in growth defects on many nitrogen-limiting media (36), which we also observed with the equivalent deletions in *C. parapsilosis* (Fig. 1). Expression of *C. parapsilosis GAT1* was increased >60-fold during growth on isoleucine (see Data Set S1 in the supplemental material). Repression of *GAT1* expression during growth on preferred nitrogen sources in other fungi has also been reported (20, 46).

In *S. cerevisiae*, two transcriptional repressors (*GZF3* and *DAL80*) are required to maintain NCR as long as a preferred nitrogen source is available (1, 4, 6). There is only one ortholog (called *GZF3*) in *Candida* species, and that ortholog is poorly characterized. We recently reported that* GZF3* regulates biofilm formation in *C. parapsilosis*, although the underlying mechanism is unknown (47). Here, we demonstrate that expression of NCR-sensitive genes (*GAP2*, *MEP2*, and *GAT1*) is increased when *GZF3* is deleted in *C. parapsilosis*, showing that Gzf3 also mediates NCR in *Candida* species.

The function of several other specific nitrogen regulators is also conserved in *C. parapsilosis*. For example, *GCN4* is required to utilize most amino acids as the sole nitrogen source. Deletion of *PUT3* resulted in a growth defect when proline was the sole nitrogen source (Fig. 1). Put3 has recently been shown to regulate the ability of *C. albicans* to use proline as a nitrogen and carbon source, suggesting that its role as a nitrogen regulator is conserved across *Candida* and *Saccharomyces* species (57). However, the role of *DAL81* is distinctly different (Fig. 1).

Dal81 proteins have a GAL4-like zinc finger DNA binding domain, which is found only in fungi (58). They also contain a “middle homology region” that probably has a regulatory function (59). *DAL81* was first characterized in *S. cerevisiae* in the 1980s, when several studies showed that it was required to catabolize allantoin and urea (60–64). Talibi and Raymond (65) later discovered that Dal81, together with Uga3, binds to DNA sequences upstream of GABA-inducible genes. Uga3 and Dal81 are both required for normal GABA uptake and for expression of the GABA permease *UGA4* (66). Dal81 was subsequently shown to act synergistically with other transcriptional activators driving expression of metabolic genes. For example, Dal81 and Dal82 interact at the promoters of allantoin-responsive genes (67) and, in response to external amino acids, Dal81 facilitates binding of the transcriptional activators Stp1p and Stp2p at the promoters of *AGP1*, *BAP2*, and *BAP3* (31).

We found that GABA induction of gene expression in *C. parapsilosis* does not require *DAL81*, confirming that that its roles in *S. cerevisiae* and *C. parapsilosis* are very different. On the other hand, both *C. parapsilosis* and *C. albicans* require *UGA3* to utilize GABA as a nitrogen source (Fig. 1). We do not know if Uga3 acts alone in *Candida* species, or together with an as-yet-unknown activator, to control expression of GABA metabolism.

We used transcriptomic analysis to further characterize the function of *DAL81* in *C. parapsilosis*. During growth in rich media with complex nitrogen sources (YPD), deletion of *DAL81* resulted in a major upregulation of the arginine biosynthesis pathway, in at least two different genetic backgrounds. Figure 3 shows that expression of almost every gene involved in arginine transport and biosynthesis was increased when *DAL81* was absent, whereas expression of degradation enzymes was reduced. Furthermore, the expression levels of *ARG1* and *ARG3* were restored to wild-type levels when a single allele of *DAL81* was reintroduced into the genome. *DAL81* therefore regulates arginine metabolism in *C. parapsilosis*, both by repressing expression of arginine biosynthesis genes and by activating expression of arginine-degrading genes. The effect of deleting *DAL81* was not quite as dramatic when cells were grown in minimal (YNB) media with ammonium sulfate as the sole nitrogen source, though the expression level of arginine genes was still increased. 

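On ammonium sulfate the log2FC of the 7 arginine synthesis genes examined in the dal81 deletion strain was from 0.50 to 1.41, and 0 of them passed the thresholds in edgeR, while all 7 had an unadjusted p under 0.05. In YPD it was from 1.43 to 6.38, and all 7 passed. The difference between the media was tested as an interaction in edgeR over 5759 genes. Of the 9 genes of Fig. 3 examined, 1 passed, ARG3 (CPAR2_601520), whose response was larger in YPD by 5.09 on the log2 scale (standard error 0.47, adjusted p = 1.35e-04). The permease gene CAN1 (CPAR2_603080), which is not among these 9, passed as well, with a difference of 3.38 (SE 0.39, adjusted p = 6.74e-04). The difference was 2.05 (SE 0.38, adjusted p = 0.00809) for ARG1 and 0.16 (SE 0.24, adjusted p = 0.796) for ARG4. DESeq2 called 4 of the 9 genes, and an adjusted p of 0.05 in edgeR called 5. With the replicate number as a block within each batch, edgeR called 1, and the ARG3 difference was 5.00 (adjusted p = 3.88e-04). Leaving out each library in turn, from 0 to 2 genes passed. The YPD libraries were sequenced by BGI with CLIB214 as control and the ammonium sulfate libraries in-house with CPRI as control, so medium, batch and control strain cannot be told apart in this test.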

Overall, expression of arginine synthesis genes was higher in YNB than in YPD, probably because there is no arginine present in the former media, which may mask the effect of deleting *DAL81* (Data Set S1).

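In CLIB214, all 7 arginine synthesis genes examined had higher means in YNB with ammonium sulfate than in YPD, with log2FC values from 0.54 to 2.62, and 4 of them passed the thresholds (3 libraries per medium, all sequenced by BGI). The comparison covered 5636 genes with edgeR's quasi-likelihood test. ARG3 (CPAR2_601520) had 0.842 ± 0.288 CPM in YPD and 5.25 ± 0.756 CPM in YNB, a log2FC of 2.62 (standard error 0.28, adjusted p = 4.33e-04). The other genes that passed were ARG7 at 1.54, CPA1 at 1.37 and ARG1 at 1.10. ARG4 had the smallest difference, with a log2FC of 0.54 (SE 0.10, adjusted p = 0.00393). DESeq2 and the replicate number as a block each gave 4 genes, and the setting that moved the count most was edgeR's test against an absolute log2FC of 1, with 0, while all 7 had an unadjusted p under 0.05 in the test against no change. When each library was left out in turn, from 1 to 4 genes passed. The pairing is taken from the labels, and deviations of the same number correlated with r = 0.119. The paper proposes that these genes are higher in YNB probably because it lacks arginine, and that this may mask the effect of deleting DAL81.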

In *C. albicans*, nitrogen starvation results in increased expression of *DAL81*, which, together with *STP2*, activates expression of the vacuolar transporter *AVT11* (20). Ramachandra et al. (20) generated an *in silico* model of the regulatory networks that govern nitrogen metabolism in *C. albicans* which predicts involvement of Dal81 in the mobilization of nitrogen from vacuoles during nitrogen starvation. When nitrogen-starved cells were fed with arginine, expression of both *DAL81* and *AVT11* was decreased, suggesting that nitrogen storage and mobilization are not important under these conditions (20). The model suggests that *DAL81* is an activator of *GAT1* when cells are fed with arginine and that it activates *STP1* and represses *GLN3* when cells are fed with bovine serum albumin; both arginine and bovine serum albumin are poor nitrogen sources. Our data show that *DAL81* represses, rather than activates, expression of arginine biosynthesis genes in *C. parapsilosis*. The roles of *DAL81* in *C. albicans* and *C. parapsilosis* may be different, though this remains to be experimentally tested. In addition, we do not know if Dal81 directly regulates arginine gene expression or if it acts through another transcription factor. It is, however, clear that Dal81 does not regulate GABA or allantoin metabolism in either *Candida* species.

We show that there has been a dramatic change in the targets of the Dal81 transcription factor between *S. cerevisiae* and *C. parapsilosis*. Transcriptional rewiring is not uncommon in fungi, and several studies have identified divergent transcriptional circuits in *S. cerevisiae* and *C. albicans* (68–71). Significantly, many of these rewiring events affect central metabolic pathways such as carbohydrate metabolism (71, 72), ribosome biogenesis (70), and nucleotide biosynthesis (68). Lavoie et al. (73) suggested that fungi repurpose core metabolic regulators in order to adapt to different environmental niches but that their function often remains within a similar metabolic “field.” This may also be true in *C. parapsilosis*, where Dal81 does not regulate nitrogen assimilation from GABA and allantoin but does regulate the expression of many genes associated with arginine metabolism.

## MATERIALS AND METHODS

### Media and strains.

All strains were cultivated in YPD broth (Formedium; catalog no. CCM0210) or on solid YPD agar (Formedium; catalog no. CCM0110) at 30°C. For phenotype screening, minimal media (0.19% yeast nitrogen base without amino acids and ammonium sulfate [Formedium; catalog no. CYN0501], 2% glucose, with or without 2% agar) was used as the base medium. For *S. cerevisiae* strains, 0.08 g/liter uracil was added. For SN152-derived *C. albicans* strains, 0.05 g/liter arginine was added. The medium was then supplemented as indicated. For drop test plates, overnight cultures were collected by centrifugation at 13,000 rpm at room temperature for 30 to 60 s. Cells were washed by resuspension twice in 1 ml phosphate-buffered saline (PBS), and centrifugation was performed each time as described above. Washed cells were resuspended in 1 ml PBS, diluted to an *A*_600_ of 0.0625 in 1 ml PBS, and divided into aliquots and placed at 200 µl per well in the wells of a 96-well plate. Strains were then serially diluted 1:5 in 200 µl PBS to reach a final *A*_600_ of 0.0001. A 2-µl volume of each dilution was then transferred to solid media using a 48- or 96-pin replicator. Plates were incubated at 30°C and photographed at 48 and 72 h.

*C. parapsilosis* gene deletion strains were constructed as described by Holland et al. (47). *S. cerevisiae* strains 23344c and SBCY17 (74) were kindly provided by Mariana Bermúdez Moretti (Table S1). The *C. albicans uga3Δ/Δ* deletion strain, and the SN152 parent strain (49), were provided from the laboratory of A. D. Johnson. *DAL81* was reintroduced into a *C. parapsilosis dal81* deletion strain as shown in Fig. S1. The *C. albicans dal81Δ* mutant strain was constructed using the CRISPR method described by Vyas et al. in 2015 (75). *C. albicans* STCA2 (Table S1) contains *CAS9* integrated at the *ENO1* locus. This was transformed with pV1090-DAL81, which encodes a single guide RNA (DAL81_Guide_B) directed against *DAL81* (Table S2) as well as nourseothricin resistance (NAT^r^) and integrates at the *RP10* locus. The plasmid was digested with KpnI/SacI and cotransformed with a repair template (CaDAL81-RTb; Table S2) designed to insert two premature stop codons after amino acid 199. Homozygous *DAL81* mutant strains were confirmed by PCR amplification using primers ChkB-Fw and Check_Rv and by sequencing a fragment amplified with primers SeqChk_Fw and Check_Rv. *DAL81* was deleted in *C. parapsilosis* 90-137 using a CRISPR-based method described by Lombardi et al. (54). A guide RNA targeting position (+354 bp) was introduced into plasmid pRIBO using primers CpDAL81_sgRNAa_T and CpDAL81_sgRNAa_B, generating plasmid pRIBO-DAL81a. A 5-μg volume of pRIBO-DAL81a was cotransformed with 8 to 10 μg of a linear repair template into *C. parapsilosis* 90-137. The repair template was generated by primer extension using 120-bp oligonucleotides containing 20-bp overlapping sequences (DAL81_RTdel_T and DAL81_RTdel_B) and consisted of 200 bp from 5′ and 3′ of the *DAL81* open reading frame (ORF), flanking a 20-bp unique tag. Transformants were selected by colony PCR using primers flanking the ORF (DAL81_UPST and DAL81_DWST), and PCR products were verified by Sanger sequencing. Homology-directed repair resulted in deletion of the entire *DAL81* ORF, replacing it with a 20-bp tag.

10.1128/mSphere.00028-18.4 TABLE S1  List of strains used. Download TABLE S1, DOCX file, 0.1 MB. Copyright © 2018 Turner et al. 2018 Turner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00028-18.5 TABLE S2  List of primers. Download TABLE S2, DOCX file, 0.1 MB. Copyright © 2018 Turner et al. 2018 Turner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RNA isolation.

Overnight cultures were washed twice in PBS and diluted to a starting *A*_600_ of ~0.3 in the desired medium. Cultures were incubated at 30°C and 250 rpm for 4 to 5 h until an *A*_600_ of approximately 1.0 to 1.5 was reached. Cells were harvested by vacuum filtration through 0.45-µm-pore-size filters and washed by subjecting filters to vortex mixing in 5 ml PBS. Finally, cells were collected again by vacuum filtration and washed from filters using 500 µl RNAlater (Qiagen; catalog no. 76104). Cells were snap-frozen in liquid nitrogen and stored at −80°C. For most RNA sequencing (RNA-seq) experiments, RNA extractions were performed using a RiboPure RNA purification kit (yeast) (Ambion; catalog no. AM1926). RNA quality was assessed using an Agilent 2100 Bioanalyzer instrument and an RNA 6000 Nano kit (Agilent; catalog no. 5067-1511). For cDNA synthesis and for analysis of cells growing with isoleucine as the sole nitrogen source, RNA was isolated using a Bioline isolate II RNA minikit (catalog no. BIO-52072). RNA concentrations were determined using a Thermo Scientific NanoDrop 2000 instrument. All purified RNA was stored at −80°C.

### Quantitative real-time PCR.

PCRs were performed using two technical replicates and at least three biological replicates. Data from the technical replicates were averaged prior to statistical analysis. For cDNA synthesis, equal quantities of RNA (200 to 1,000 ng) from each sample were diluted in 4 µl nuclease-free distilled water (dH_2_O) and 1 µl 100 µg/ml oligo(dT)_15_ primer (Promega; catalog no. C1101) was added. Samples were incubated in a thermocycler at 70°C for 10 min and cooled to 4°C. Reverse transcription was performed using a Moloney murine leukemia virus (MMLV) reverse transcriptase kit (Promega; catalog no. M1701) with incubation at 37°C for 60 min and 95°C for 2 min. Each PCR mixture contained 1 µl cDNA, 7 µl dH_2_O, 2 µl 5 µM primer mix (Table S2), and 10 µl FastStart Universal SYBR green Master (Rox) (Roche; catalog no. 04 913 850 001). Reactions were performed in optical PCR tubes (Agilent; catalog no. 401427 and 401428) using an Agilent MX3005P QPCR system. Statistical analysis of biological replicates was carried out using the comparative threshold cycle (*C*_*T*_) method described by Applied Biosystems.

### RNA-seq.

RNA isolated from the YPD-grown *C. parapsilosis* CLIB214 and *C. parapsilosis dal81Δ* strains and from *C. parapsilosis* CLIB214 grown in YNB–2% glucose (with 10 mM isoleucine or 0.5% ammonium sulfate) was sequenced by BGI Global Genomics Services (100 bases; paired ends). RNA from *C. parapsilosis* CPRI and *C. parapsilosis dal81Δ* strains grown in YNB–2% glucose (with 10 mM GABA or 0.5% ammonium sulfate) was sequenced in-house. For in-house sequencing, RNA was quantified using a Qubit 2.0 Fluorometer (Life Technologies, Inc.). Library preparation was performed using an Illumina NeoPrep system and a TruSeq Stranded mRNA NeoPrep kit (Illumina; catalog no. NP-202-1001). The quality of the library was assessed using an Agilent 2200 TapeStation instrument with a high-sensitivity DNA 1000 kit (Agilent; catalog no. 5067-5584). Libraries were pooled and sequenced using an Illumina NextSeq sequencer with a NextSeq 500/550 High Output v2 kit (Illumina; catalog no. FC-404-2001) (75 cycles). All data were analyzed using established bioinformatic protocols (76). In brief, reads were mapped to the *C. parapsilosis* genome using TopHat version 2 (77), transcripts were counted using HTSeq (78), and differentially expressed genes were identified using DESeq2 (79). Genes with a log_2_FC value above 1 or below −1 and with an adjusted *P* value of <0.001 were retained.

### Accession number(s).

All data were submitted to the Gene Expression Omnibus databases under accession number GSE109034.

# Supplementary material for: Dal81 Regulates Expression of Arginine Metabolism Genes in Candida parapsilosis
**Source:** mSphere. 2018 Mar 7;3(2):e00028-18. doi: 10.1128/mSphere.00028-18
**Supplement:** TABLE S1

Table S1 List of strains used

| Strain | Description | Source |
| --- | --- | --- |
| *Candida parapsilosis* | |  |
| CLIB214 | Wild type strain | Type strain |
| CPRI | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, frt::CmLEU2/frt::CdHIS1* | (1) |
| *gat1Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_500590::LEU2/ cpar2_5005901::HIS1* | (1) |
| *gzf3Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_800210::LEU2/ cpar2_800210::HIS1* | (1) |
| *gln3Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_101010::LEU2/ cpar2_101010::HIS1* | This study |
| *put3Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_208790::LEU2/ cpar2_208790 ::HIS1* | This study |
| *gcn4Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_806570::LEU2/ cpar2_806570::HIS1* | This study |
| *uga3Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_200790::LEU2/ cpar2_200790::HIS1* | This study |
| *dal81Δ/Δ* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, cpar2_800890::LEU2/ cpar2_800890::HIS1* | This study |
| *dal81Δ::DAL81* | *leu2::FRT/leu2::FRT, his1::FRT/his1::FRT, DAL81::LEU2/ cpar2_800890::HIS1* | This study |
| *90-137/ dal81Δ/Δ* | *dal81Δ::tag/ dal81Δ::tag* | This study |
| *Candida albicans* | |  |
| SN152 | *ura3/::imm434::URA3/ura3::imm434 iro1::IRO1/iro1::imm434 his1::hisG/his1::hisG leu2/leu2 arg4/arg4* | (2) |
| *uga3Δ/Δ* | *ura3/::imm434::URA3/ura3::imm434, iro1::IRO1/iro1::imm434, uga3::HIS1, uga3::LEU2, arg4/arg4* | (3) |
| STCA2 | *ENO1/eno1::CAS9* | (4) |
| *dal81*/** | *ENO1/eno1::CAS9, RP10::SAT1, dal81*/dal81** | This study |
|  |  |  |
| *Saccharomyces cerevisiae* | |  |
| 23344c | *MATα, ura3* | (5) |
| SBCY17 | *MATα, ura3, uga35Δ::natMX4* | (6) |

1. Holland LM, Schroder MS, Turner SA, Taff H, Andes D, Grozer Z, Gacser A, Ames L, Haynes K, Higgins DG, Butler G. 2014. Comparative phenotypic analysis of the major fungal pathogens *Candida parapsilosis* and *Candida albicans*. PLoS Pathog 10:e1004365.

2. Noble SM, Johnson AD. 2005. Strains and strategies for large-scale gene deletion studies of the diploid human fungal pathogen *Candida albicans*. Eukaryot Cell 4:298-309.

3. Homann OR, Dea J, Noble SM, Johnson AD. 2009. A phenotypic profile of the *Candida albicans* regulatory network. PLoS Genet 5:e1000783.

4. Vyas VK, Barrasa MI, Fink GR. 2015. A CRISPR system permits genetic engineering of essential genes and gene families. Sci Adv 1:e1500248.

5. Marini AM, Soussi-Boudekou S, Vissers S, Andre B. 1997. A family of ammonium transporters in *Saccharomyces cerevisiae*. Mol Cell Biol 17:4282-93.

6. Cardillo SB, Bermudez Moretti M, Correa Garcia S. 2010. Uga3 and Uga35/Dal81 transcription factors regulate UGA4 transcription in response to gamma-aminobutyric acid and leucine. Eukaryot Cell 9:1262-71.

# Supplementary material for: Dal81 Regulates Expression of Arginine Metabolism Genes in Candida parapsilosis
**Source:** mSphere. 2018 Mar 7;3(2):e00028-18. doi: 10.1128/mSphere.00028-18
**Supplement:** TABLE S2

Table S2 List of primers.

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Primers to generate gene deletion in *C. parapsilosis* | | | | | |
| Primer 2 | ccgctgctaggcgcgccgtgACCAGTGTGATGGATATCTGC (common to all) | | | | |
| Gene_ID | Primer 1 | Primer 3 | Primer 5 | Primer 4 | Primer 6 |
| CPAR2_101010 (*GLN3*) | TTACTCTATAGGAGTTAGGT | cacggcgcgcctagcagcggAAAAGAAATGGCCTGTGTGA | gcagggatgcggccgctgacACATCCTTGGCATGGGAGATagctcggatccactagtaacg | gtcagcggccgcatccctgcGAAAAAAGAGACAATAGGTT | TACATTAATCCTGGCATTTC |
| CPAR2_208790 (*PUT3*) | GTAAGTACATTATCTGTTCT | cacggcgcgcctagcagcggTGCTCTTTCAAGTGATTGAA | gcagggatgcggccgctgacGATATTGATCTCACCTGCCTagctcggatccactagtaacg | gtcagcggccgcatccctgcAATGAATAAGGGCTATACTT | ATAATACTAACTCCTTACTA |
| CPAR2_806570  (*GCN4*) | TTCATTCACCTTCCAGAGCC | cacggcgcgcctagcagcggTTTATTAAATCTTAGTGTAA | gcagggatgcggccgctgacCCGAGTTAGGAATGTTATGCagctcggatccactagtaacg | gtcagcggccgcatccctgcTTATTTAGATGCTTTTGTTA | ACTTCCCAAAAAGAGAAGAT |
| CPAR2_200790  (*UGA3*) | TACCTAGAAGTATTCACGGA | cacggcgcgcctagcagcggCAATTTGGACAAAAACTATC | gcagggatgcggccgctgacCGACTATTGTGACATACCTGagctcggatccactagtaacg | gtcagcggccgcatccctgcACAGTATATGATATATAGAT | CCCAAGTTTTTATCCGATAC |
| CPAR2_800890  (*DAL81*) | TCTGTCGTTGATGATTTGGT | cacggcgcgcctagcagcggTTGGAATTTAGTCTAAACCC | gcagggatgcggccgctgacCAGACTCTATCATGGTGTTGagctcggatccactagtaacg | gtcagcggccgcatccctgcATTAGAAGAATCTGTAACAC | CTCGTGTACATGATCCTGAA |
| Primers to check gene deletion in *C. parapsilosis* | | | | | |
| Gene_ID | 5' check-Fw | 3' check-Rv | ORF check-Rv | HIS1-check Rv/ HIS2-check Fw | LEU1-check Rv/ LEU1-check Fw |
| CPAR2_101010 (*GLN3*) | GCTCATTGTGTCAATTGTTT | TTCAGTTTCACCCTTCCAGG | TTTCCTTCTTCGTGGGCTCC | AAAATCAATGGGCATTCTCG/ TGGGAAGCAGACATTCAACA | GAAGTTGGTGACGCGATTGT/ GAAGTTGGTGACGCGATTGT |
| CPAR2_208790 (*PUT3*) | TATTCTTGTTCAGGAAACTT | AATCTCGCTTACAAACTGGT | GATGAGTCAAACGTGGGTGC | Same | Same |
| CPAR2_806570  (*GCN4*) | TCTTGCCCTAAACCCAAATC | TATCTCCAGATACGAGCTCG | GCCCTTGATCTTCTTGCTGC | Same | Same |
| CPAR2_200790  (*UGA3*) | TTGCCAAAAATCACAAAAGG | TGCAATAGCCTGGATAATAT | ATTGCCAGTTGTACTCCGCA | Same | Same |
| CPAR2_800890  (*DAL81*) | CTATTTGGGGGTTACTACTA | TAAAGTCGCCGGTAGTAGCT | TTGGTCTTTCGTCTTCGGCA | Same | Same |
| Primers for RT-PCR | | | | | |
| Gene_ID | Forward primer | | Reverse primer | |  |
| CPAR2_211040 (*UGA1*) | TCGCTTCGATTCCATTGGGT | | GTCGGTGACAATCTCGTCCA | |  |
| CPAR2_404090 (*UGA2*) | CCCCTCAGCAATGGGATCAA | | AACACCAGGTGGAAACCCTG | |  |
| CPAR2_804120 (*ARG1*) | AGAGCTGCATGCTACAAAGGA | | AGCTTGCACGGCAATGAATC | |  |
| CPAR2_601520 (*ARG3*) | AAGTTGGCTTGGGTTGGTGA | | TGTTGAGCAATCTGCCTTGC | |  |
| CPAR2_402870 (*MEP2*) | GGGCATTGCATGGAGTAGGT | | TTCATCCAGCCGCCATCAAT | |  |
| CPAR2_500590 (*GAT1*) | GCATCCTCCTCCTCCTCCTT | | TGGCGGTACATTCATGGGAC | |  |
| CPAR2_201570 (*ACT1*) | GAAGCTTTGTTCCGTCCAGC | | TGATGGAGCCAAAGCAGTGA | |  |
| Primers for CRISPR deletion of *DAL81* in *C. parapsilosis* | | | | | |
| CpDAL81_sgRNAa_T | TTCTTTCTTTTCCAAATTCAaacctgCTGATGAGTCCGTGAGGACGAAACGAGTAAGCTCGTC | | | | |
| CpDAL81_sgRNAa_B | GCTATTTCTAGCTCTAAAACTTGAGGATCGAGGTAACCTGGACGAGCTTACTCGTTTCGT | | | | |
| DAL81_RTdel_T | **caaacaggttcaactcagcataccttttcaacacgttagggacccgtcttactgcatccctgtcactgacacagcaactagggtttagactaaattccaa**CAGACTCTATCATGGTGTTG | | | | |
| DAL81_RTdel_B | **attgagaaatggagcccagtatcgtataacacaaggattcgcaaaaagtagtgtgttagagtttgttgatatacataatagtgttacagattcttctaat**CAACACCATGATAGAGTCTG | | | | |
| DAL81_UPST | gttatagtgtagagtaag | | | | |
| DAL81_DWST | GGAGGATGTTGACAAGGAG | | | | |
| Primers for complementing *DAL81* in *C. parapsilosis* | | | | | |
| Dal81_F_KpnI | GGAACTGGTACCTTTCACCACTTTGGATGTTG | | | | |
| Dal81_R_ApaI | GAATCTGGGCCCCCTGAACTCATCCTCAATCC | | | | |
| 5_Dal81_int_F | GTATCTTGTGGACTTGGGAC | | | | |
| 5_Dal81_int_R | CTGATTGTGATAGGTGTGATGG | | | | |
| 3_his1_int_F | GATCCACTAGTTCTAGAGCGG | | | | |
| 3_his1_int_R | TTCGTTGGAGAAGGTAATTGTG | | | | |
| Primers for CRISPR editing of *DAL81* in *C. albicans* | | | | | |
| DAL81_Guide_B | ACCTGATGTTGCTATTCGTG | | | | |
| CaDAL81-RTb-TOP | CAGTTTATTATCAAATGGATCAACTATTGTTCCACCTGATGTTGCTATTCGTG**agtaat**GACCT | | | | |
| CaDAL81-RTb-BOT | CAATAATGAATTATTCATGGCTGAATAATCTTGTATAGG TC**attact**CACGAATAGCAACAT | | | | |
| ChkB_Fw | CTGATCAAGCACCGAAATGA | | | | |
| SeqChk_Fw | CAATACTAATAATTGTGTCC | | | | |
| Check_Rv | TTGTATCAACATCATTCGAC | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

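RNA was sequenced from 24 cultures of C. parapsilosis in 8 groups of 3. The groups were CLIB214 on ammonium sulfate, isoleucine and YPD, the dal81 deletion strain on YPD, ammonium sulfate and GABA, and CPRI on ammonium sulfate and GABA. The 12 libraries of CLIB214 and of the deletion strain on YPD were sequenced by BGI with 100-base paired-end reads, and the other 12 in-house with 75 cycles. Strain, condition and replicate number were taken from the sample labels and checked against the methods.

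The authors mapped the reads to the C. parapsilosis genome with TopHat version 2 and deposited the raw counts per gene that HTSeq gave, without normalization or pooling of replicates. HTSeq's 5 special counters were left out of the tests. The paper's text does not name the genome build, the annotation version or the HTSeq settings. The counts on genes ranged from 11330893 to 11756404 per library in the BGI batch and from 20129931 to 47376682 in the in-house batch. Counts outside annotated genes were 2.47% to 3.92% in the BGI batch and 9.83% to 15.2% in-house. The deeper in-house libraries had the larger spread, with a common biological coefficient of variation of 0.271 to 0.298 per comparison against 0.0758 to 0.121 for the BGI comparisons. No pair of replicates differed by as little as sampling noise would give, the lowest chi-square per degree of freedom being 3.97, so every library was counted once.

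The tests started from the raw counts. Each comparison of 2 groups was fitted on its own 6 libraries with edgeR (version 4.0.16, R 4.3.3, limma 3.58.1), TMM normalization and the quasi-likelihood F test, over genes with at least 10 counts in at least 3 libraries. A gene was called when its absolute log2FC was above 1 and its Benjamini-Hochberg adjusted p was under 0.001, the thresholds of the paper's methods. The standard error of a log2FC was taken as its size divided by the square root of the F statistic. Differences between strains in the GABA response, and between media in the response to the deletion, were tested as interactions in fits of 12 libraries. Transport genes among the isoleucine genes were counted from the descriptions in Data Set S1 and compared with Fisher's exact test, two-sided.

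The alternatives were chosen before the data were examined, apart from a pair named in the closing section. They were DESeq2 (version 1.42.0), the normalization of DESeq2 within edgeR, no count filter beyond 1 count in total, at least 10 counts in every library, an adjusted p threshold of 0.05, edgeR's test against an absolute log2FC of 1, all 12 libraries of a batch in one fit, the replicate number as a block, and each library left out in turn. The code was tested on simulated counts drawn from the real means and library sizes with 200 genes changed by an absolute log2FC of 2. With edgeR 200 of the changed genes were recovered in the YPD libraries, 107 in the in-house ammonium sulfate libraries and 27 for the interaction with GABA.

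The genes named in the text are those the paper names for a comparison, DAL81 in each deletion comparison, and the 2 that rose and the 2 that fell most among called genes whose 3 libraries of one group all lay above the 3 of the other. Gene names were paired with identifiers from the paper and Data Set S1, for 43 identifiers. DAL4, OPT2, ARG2, ARG11 and the native LEU2 and HIS1 were not paired and are not analysed here. A further gene was left out of all counts of arginine genes and is not reported here. No genome or annotation was used here, so gene positions are not given and the enrichment of ribosome biogenesis genes in YPD was not tested. The quantitative RT-PCR and growth experiments were not analysed here.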

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

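The tests of the control strain's ARG3 level, the YNB medium and library depth in the isoleucine comparison were chosen only after the results were seen.

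The response of ARG3 (CPAR2_601520) to the dal81 deletion differed between media, by 5.09 on the log2 scale in favour of YPD (SE 0.47, adjusted p = 1.35e-04 in edgeR's interaction test), and that of CAN1 (CPAR2_603080) by 3.38 (SE 0.39, adjusted p = 6.74e-04). The contrast pairs YPD, BGI sequencing and CLIB214 against ammonium sulfate, in-house sequencing and CPRI. A candidate explanation is another level of ARG3 in the control strain. On ammonium sulfate ARG3 was higher in CPRI (110.0 ± 41.2 CPM) than in CLIB214 (5.46 ± 0.785 CPM), a log2FC of 4.25, which is near the size of the interaction, but strain and batch change together there. A level already raised by YNB is another, since ARG3 rose by 2.62 from YPD to YNB in CLIB214, less than the interaction. Neither could be separated from the medium, so the interaction cannot be told apart from a difference of control strain or sequencing batch. Of 32 relabellings of the strains within same-numbered pairs, 4 gave at least as many genes of Fig. 3 past the threshold as the real one, itself included. All 4 leave the YPD pairs unswapped or swap all of them, so they keep the deletion effect in YPD whole and do not show what mixed groups give. The relabellings that mixed the strains in YPD gave none of these genes.

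On isoleucine, genes that the paper does not discuss rose more than those it names. There CPAR2_806990 rose by 12.03 on the log2 scale (adjusted p = 5.83e-08 in edgeR's test), from 0.0588 ± 0.0509 CPM to 294 ± 39.8 CPM, and ARO10 (CPAR2_203270) by 11.63 (adjusted p = 8.31e-09), from 2.22 ± 0.230 CPM to 7109.7 ± 1058 CPM. All 3 isoleucine libraries lay above all 3 ammonium sulfate libraries for both. Library depth could not account for this, as the median total of the isoleucine libraries was 0.996 times that of the ammonium sulfate libraries. The paper's methods name another RNA kit for cells grown on isoleucine than for most other RNA-seq samples. They do not say which kit the ammonium sulfate cultures of CLIB214 had. An effect of kit was not tested, so the rise cannot be told apart from a possible difference of kit. The largest falls on isoleucine were those of GAP1 (CPAR2_100560) at -6.42 (SE 0.63, adjusted p = 9.10e-05) and PGA7 (CPAR2_402900) at -5.57 (SE 0.31, adjusted p = 5.99e-06).

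In YPD, HGT1 (CPAR2_108370) rose by 4.44 in the dal81 deletion strain (adjusted p = 5.90e-06 in edgeR's test), from 46.7 ± 24.6 CPM in CLIB214 to 1017 ± 114 CPM, in 3 of 3 libraries. A difference of strain background between CLIB214 and the deletion strain was not tested for this gene. Among called genes whose libraries did not overlap, CRP1 (CPAR2_203720) fell most after DAL81 itself, with a log2FC of -6.44 (SE 0.91, adjusted p = 2.27e-04), but its CLIB214 level was 550.0 ± 549 CPM, and 3 of 6 fits that left out one library kept the call.

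Between the media in CLIB214, CPAR2_200650 rose by 9.07 (adjusted p = 2.46e-06 in edgeR's test) and CPAR2_805630 by 7.07 (adjusted p = 1.27e-05) in YNB with ammonium sulfate against YPD. CPAR2_200650 had 3222 ± 252 CPM in YNB and 5.99 ± 2.82 CPM in YPD. The paper does not report this comparison for these genes, and no technical explanation was tested for them. The largest falls were those of CPAR2_300630 at -7.17 (SE 0.67, adjusted p = 2.38e-04) and CPAR2_701390 at -7.00 (SE 0.29, adjusted p = 6.94e-06).

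No outlying library was looked for, because every group has 3 libraries.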

How the results depend on the processing

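The DESeq2 fit with its prior on the log2FC and the fit of all 12 libraries of a batch with the replicate number as a block were chosen after seeing the data, and the other settings were planned. Except where a reason is given, the cause of the changes listed here was not tested.

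The counts for the isoleucine and YPD comparisons stayed within 1.5 times their value under every setting except edgeR's test against an absolute log2FC of 1 and, for genes down on isoleucine, some fits without one library. That test gave 258 genes up and 53 down on isoleucine in place of 601 and 245, and 116 up and 104 down in the deletion strain on YPD in place of 485 and 333. It also gave 16 genes down on GABA in CPRI in place of 34 and 0 arginine synthesis genes up in YNB against YPD in place of 4, with 7 at an unadjusted p under 0.05 in the test against no change.

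DESeq2 moved the in-house counts to 204 up and 244 down on GABA in CPRI (edgeR 22 and 34), 177 and 193 in the deletion strain (15 and 4), and 121 and 144 in both (12 and 3). For the deletion strain against CPRI it gave 19 up and 44 down on ammonium sulfate and 11 changed on GABA, where edgeR gave 0 in each, with 855 and 141 genes at an unadjusted p under 0.05. It called 2 genes for the interaction of strain and GABA (0 in edgeR, 144 at an unadjusted p under 0.05) and 4 arginine genes for the interaction with medium (1 in edgeR). DESeq2 with its prior gave 198 up and 240 down in CPRI, 170 and 190 in the deletion strain, 117 and 141 in both, 15 up and 42 down in the deletion strain on ammonium sulfate, and 9 changed on GABA.

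An adjusted p threshold of 0.05 gave 231 up and 289 down on GABA in CPRI, 178 and 210 in the deletion strain, 127 and 165 in both, and 1 up and 11 down for the deletion on ammonium sulfate. It gave 2 changed for the deletion on GABA, 1 for the interaction with GABA and 5 arginine genes for the interaction with medium.

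All 12 libraries of the batch in one fit gave 85 up and 107 down in CPRI, 56 and 58 in the deletion strain, 1 up and 4 down for the deletion on ammonium sulfate, and 1 changed on GABA. With the replicate number as a block as well, these were 143 and 207, 107 and 113, 1 and 1, and 2, with 80 up and 101 down in both strains.

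The replicate number as a block alone gave 89 up and 126 down on GABA in CPRI, 4 and 0 in the deletion strain, 3 and 0 in both, and 1 up and 3 down for the deletion on ammonium sulfate. The filter of at least 10 counts in every library gave 5 genes down in both strains in place of 3. It also gave 0 arginine genes for the interaction with medium in place of 1, because it left ARG3, with 13, 8 and 7 counts in the CLIB214 libraries in YPD, out of the test. Transport genes by the word permease alone gave an odds ratio of 1.11 in place of 2.76. The normalization of DESeq2 within edgeR and the fit without a filter left every count within 1.5 times its value.

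Across the fits that each left out one library, the counts ran from 416 to 748 up and 147 to 306 down on isoleucine, and from 413 to 529 up and 300 to 347 down for the deletion on YPD. On GABA they ran from 0 to 21 up and 0 to 28 down in CPRI, 0 to 8 up and 0 to 2 down in the deletion strain, and 0 to 11 up and 0 to 4 down in both. They ran from 1 to 4 for arginine synthesis genes in YNB against YPD, 0 to 2 for arginine genes in the interaction with medium, and 0 to 1 for genes in the interaction with GABA.

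Of 115 results for single genes, the fits without one library made 31 weaker, 3 stronger and 5 reversed. The reversed ones were the log2FC of DUR1,2 on GABA in CPRI, from -0.25 to 0.62, the interaction with GABA of UGA6, from -0.0718 to 0.67, of CPAR2_300630, from -0.63 to 1.41, and of CPAR2_212370, from -0.33 to 0.47, and the interaction with medium of ARG4, from -0.0516 to 0.34. DESeq2 made 24 of the 115 stronger and none weaker, and the replicate block made 5 weaker and 2 stronger.

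The in-house libraries were deeper than the BGI ones but had a larger spread between replicates. With simulated changes of an absolute log2FC of 2 in 200 genes, edgeR recovered 107 of them for the deletion on ammonium sulfate and 27 for the interaction with GABA. The planned tests that need an annotation were not run because none was used here, namely the enrichment of ribosome biogenesis genes and the transport genes against all tested genes.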

Differences from the paper's values

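For each of the 33 compared values that differed, the DESeq2 fit with its prior on the log2FC came within the paper's. That fit was chosen after seeing the values. The paper's statements on genes at the end of this section are not among these values. The counts of that fit were 198 up and 240 down on GABA in CPRI, 117 and 141 in both strains, and 15 up and 42 down for the deletion on ammonium sulfate. Of the 67 values compared, 33 differed. The prior draws a log2FC toward 0, and the paper's methods do not say whether one was used. For FTR1 on GABA, DESeq2 without the prior gave 9.20 in CPRI and 7.02 in the deletion strain, near edgeR's 9.18 and 7.00.

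On GABA in CPRI, edgeR called 22 genes up and 34 down, against the paper's 198 and 240. In both strains it called 12 up and 3 down, against the paper's 117 and 141. For these, DESeq2 (204 and 244, 121 and 144) and an adjusted p threshold of 0.05 (231 and 289, 127 and 165) came within 1.5 times the paper's value. The other alternatives set before the data were examined did not, where they were run. All 12 libraries in one fit without the block was not run for the counts in both strains. The fit of all 12 libraries of the batch with the replicate block, chosen after seeing the data, also came within it.

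Genes called in CPRI only were 10 up and 31 down, against about 81 and about 99 in Fig. 2A, read by eye. DESeq2, the replicate block and an adjusted p threshold of 0.05 came within the paper's values, as did all 12 libraries with the replicate block, chosen after seeing the data. Genes called in the deletion strain only were 3 up and 1 down, against about 53 and about 49 in Fig. 2A, read by eye. Only DESeq2 and an adjusted p threshold of 0.05 closed these, among the alternatives set before the data were examined and run for these counts.

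In the deletion strain against CPRI on ammonium sulfate, 0 genes were called up and 0 down (855 at an unadjusted p under 0.05), against the paper's 15 and 40. Of the alternatives set before the data were examined, DESeq2 alone came within the paper's values, with 19 up and 44 down.

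The log2FC values of 9 genes on GABA differed from Fig. 2B in both strains, with the paper's values read by eye. For FTR1 they were 9.18 in CPRI and 7.00 in the deletion strain, against about 7.9 and about 3.0 in Fig. 2B. For UGA6 they were 8.07 and 8.43, against about 7.3 and about 7.5 in Fig. 2B, and for CPAR2_212360 7.83 and 8.42, against about 7.2 and about 7.5. FET3 had 7.03 and 5.74, against about 6.5 and about 4.4 in Fig. 2B, and DAL7 7.09 and 5.39, against about 6.3 and about 4.6. CPAR2_200970 had 7.31 and 8.18, against about 6.1 and about 6.7 in Fig. 2B, and CPAR2_300630 7.22 and 7.99, against about 5.7 and about 5.4. CPAR2_212370 had 6.45 and 6.54, against about 5.2 and about 5.5 in Fig. 2B, and CPAR2_800250 6.13 and 5.13, against about 5.1 and about 3.8. Among the alternatives set before the data were examined, all 12 libraries in one fit closed the difference of FET3 in CPRI. Some fits without one library closed those of UGA6, CPAR2_212360, FET3, DAL7 and CPAR2_800250 in CPRI and of FET3 and DAL7 in the deletion strain. None of those alternatives closed the others. The fit of all 12 libraries with the replicate block, chosen after seeing the data, also closed those of FTR1 and FET3 in CPRI.

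Against Data Set S1, the log2FC on isoleucine was 9.20 for DUR3 (the paper's 8.94), 9.09 for DAL9 (the paper's 8.71), 10.33 for UGA6 (the paper's 9.84) and 10.48 for CPAR2_212360 (the paper's 9.94). In YPD it was 6.38 for ARG3 in the deletion strain (the paper's 6.04). Some fits without one library closed those of DUR3, DAL9, UGA6 and ARG3, and no alternative set before the data were examined closed that of CPAR2_212360.

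The paper states that DAL7 was upregulated on isoleucine, and its log2FC of 2.23 had an adjusted p of 0.00400 in edgeR's test, past the threshold in DESeq2. The paper states that arginine synthesis genes rose and that CAR1, CAR2, the DUR genes, GAL1 and GAL7 fell in the deletion strain on ammonium sulfate. The directions were the same here, but none of these genes passed the adjusted p threshold in edgeR (the lowest adjusted p was 0.0198). The paper states that the DUR genes were induced on GABA, and DUR1,2 had a log2FC of 0.08 (adjusted p = 0.926 in edgeR's test) in CPRI.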

Other observations

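The tests of the native markers, the control strain, nitrogen limitation, DESeq2 on mixed groups and thinned libraries were set before their results were seen, and those of the share of counts outside genes, CHA1 and CPAR2_100200 only after.

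Other groupings of the same 6 libraries were fitted for each comparison. Of the 10 splits into 3 and 3, 4 part all same-numbered pairs, the real one included, and the other 6 part 1 pair, with 0 genes called in each. The real split was the 1 of 4 that gave as many genes for isoleucine, for GABA in either strain and in both, for the deletion on YPD, and for arginine synthesis genes in YNB against YPD. For the deletion against CPRI on ammonium sulfate and on GABA, 4 of 4 did, since all gave 0 genes (855 and 141 at an unadjusted p under 0.05 in the real one). With so few splits a share under 0.05 was out of reach. For the difference between strains in the GABA response, 32 of 32 relabellings gave at least as many genes as the real one, which any would, since the real one gave 0 (144 at an unadjusted p under 0.05). The relabelling that swapped all strain pairs of 1 nitrogen source gave 6 genes and the others gave none. That relabelling leaves the strains unmixed and tests their difference summed over both nitrogen sources, so it does not show what mixed groups give.

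DESeq2 called genes in the in-house comparisons that edgeR did not. A candidate explanation is that it counted differences between replicate numbers as strain effects. Each group holds replicates 1 to 3 once, so differences between numbers that the groups share cancel in the contrast. With the replicate number as a block in edgeR, the ammonium sulfate log2FC of DUR1,2 went from -2.60 (SE 0.47) to -2.45. DUR1,2 moved most among the genes named there that DESeq2 called, and CAR1 stayed at -2.31. In so balanced a design a block can hardly move a log2FC, so these values do not test the explanation. For the deletion against CPRI on ammonium sulfate, DESeq2 called 63 genes in the real split and at most 0 in the 3 mixed splits that part the same-numbered pairs. For GABA in the deletion strain it called 370 genes in the real split and up to 11 in a mixed one. The mixed splits also put each replicate number once in each group, so they do not test this explanation.

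Replicate 1 of each in-house group stood apart from replicates 2 and 3, and replicate 1 against the others explained 0.978 of the variance of the second principal component. After all libraries were thinned to one total this was 0.978 as well, so depth is unlikely to be the source. Replicate 1 had the highest share of counts outside annotated genes in 4 of 4 groups, which is consistent with a difference in library preparation or RNA between the replicate sets, although the paper's text names no such sets.

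Across 5626 genes, the effect of deleting DAL81 in YPD correlated with its effect on ammonium sulfate (Pearson r = 0.567, Spearman 0.677), across genes, which are not independent replicates. The YPD control was CLIB214 and the ammonium sulfate control CPRI, so a control-strain difference could account for the larger number of genes in YPD. The smaller spread in YPD could as well, with a common biological coefficient of variation of 0.0758 against 0.271 on ammonium sulfate. Of 200 simulated changes, edgeR recovered 200 in the YPD libraries and 107 in the ammonium sulfate libraries. The YPD effect had r = 0.0417 with the difference between CPRI and CLIB214 on ammonium sulfate. Strain and sequencing batch change together in that difference, so this r cannot decide whether the control strain matters. Of the 485 genes called up in YPD, 436 had a positive log2FC on ammonium sulfate, with a median of 0.56 against 1.39 in YPD, and 297 of the 333 called down had a negative one. These genes were chosen by their log2FC in YPD, which favours the larger median there.

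The YPD effect also rose weakly with the response to isoleucine (r = 0.223 without the arginine genes), which could reflect a shared response to nitrogen limitation. The response to GABA in CPRI did not follow the isoleucine response (r = -0.0236, Spearman -0.302), in another strain and sequencing batch, so the isoleucine response need not stand for nitrogen limitation in general. On GABA none of the 7 arginine synthesis genes differed between the deletion strain and CPRI, with log2FC values from -0.18 to 0.15 and 0 genes at an unadjusted p under 0.05.

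CHA1 (CPAR2_213940) is a gene for which strain background may explain a YPD call. In YPD it was lower in the deletion strain than in CLIB214, with a log2FC of -6.38, and both were sequenced by BGI, so sequencing batch is not the source. On ammonium sulfate the deletion strain and CPRI differed by only 0.47 (adjusted p = 0.440 in edgeR's test), at 15.8 ± 1.65 and 11.3 ± 1.94 CPM, against 642 ± 72.0 CPM in CLIB214. No CPRI library in YPD was analysed here, so an effect of DAL81 in YPD remains possible.

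CPAR2_100200 had 0.0309 ± 0.0536 CPM in CPRI on ammonium sulfate and 64.4 ± 40.3 CPM in the deletion strain, and 0.0766 ± 0.0930 and 69.6 ± 21.3 CPM on GABA. The log2FC on GABA was 9.78 (adjusted p = 0.0142 in edgeR's test), within one sequencing batch, so batch is unlikely to be the source. In YPD the deletion strain was lower than CLIB214, with a log2FC of -5.49. Loss of the gene in the CPRI strain is a hypothesis that was not tested.

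The native LEU2 and HIS1 are deleted in CPRI and the dal81 deletion strain, and a search for genes above 10 CPM in all 9 CLIB214 libraries and under 1 CPM in all 15 others found 0. The gene identifiers of LEU2 and HIS1 were not paired with names here, and counts on the native loci from the marker genes were not tested.

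GAP2 (CPAR2_503530) fell by 5.17 on the log2 scale in the deletion strain on ammonium sulfate (adjusted p = 0.0292 in edgeR's test) and was 51.5 ± 37.0 CPM in CPRI. It rose on GABA by 0.96 in CPRI and 5.77 in the deletion strain, and the difference of 4.81 had an adjusted p of 0.0352 in edgeR's interaction test. On ammonium sulfate GAP2 had 1.43 ± 0.181 CPM in the deletion strain and 2.59 ± 1.52 CPM in CLIB214, from the BGI batch. A raised level in CPRI could thus account for the fall and for the difference in response. Strain and batch change together between CPRI and CLIB214, so this was not settled. In YPD the log2FC of GAP2 in the deletion strain against CLIB214 was -2.47 (adjusted p = 0.00146 in edgeR's test). CPAR2_800880 was lower in the deletion strain in each medium, with log2FC values of -0.81 on ammonium sulfate, -0.91 on GABA and -0.95 in YPD, with adjusted p values of 0.198, 0.462 and 5.63e-06 in edgeR's test.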
